# Ancient genomic linkage of α-globin and Nprl3 couples metabolism with erythropoiesis

**DOI:** 10.1038/s41467-025-57683-z

**Published:** 2025-03-24

**Authors:** Alexandra E. Preston, Joe N. Frost, Megan R. Teh, Mohsin Badat, Andrew E. Armitage, Ruggiero Norfo, Sarah K. Wideman, Muhammad Hanifi, Natasha White, Noémi BA. Roy, Christian Babbs, Bart Ghesquiere, James Davies, Andrew JM. Howden, Linda V. Sinclair, Jim R. Hughes, Mira Kassouf, Rob Beagrie, Douglas R. Higgs, Hal Drakesmith

**Keywords:** Differentiation, Genomics, Erythropoiesis

## Abstract

Red blood cell development from erythroid progenitors requires profound reshaping of metabolism and gene expression. How these transcriptional and metabolic alterations are coupled is unclear. *Nprl3* (an inhibitor of mTORC1) has remained in synteny with the α-globin genes for >500 million years, and harbours most of the a-globin enhancers. However, whether Nprl3 serves an erythroid role is unknown. We found that while haematopoietic progenitors require basal Nprl3 expression, erythroid Nprl3 expression is further boosted by the α-globin enhancers. This lineage-specific upregulation is required for sufficient erythropoiesis. Loss of Nprl3 affects erythroblast metabolism via elevating mTORC1 signalling, suppressing autophagy and disrupting glycolysis. Broadly consistent with these murine findings, human NPRL3-knockout erythroid progenitors produce fewer enucleated cells and demonstrate dysregulated mTORC1 signalling in response to nutrient availability and erythropoietin. Therefore, we propose that the anciently conserved linkage of NprI3, α-globin and their associated enhancers has coupled metabolic and developmental control of erythropoiesis.

## Abstract (web summary)

Nprl3 controls erythroblast metabolism and is upregulated by α -globin enhancers sited within its introns. This arrangement couples metabolic and developmental control during erythropoiesis and may explain the ancient synteny of α -globin with Nprl3.

## Introduction

Human erythropoiesis produces ~2 million erythrocytes per second^1^, representing the highest synthesis of all cell types^2^, and likely the largest continuous metabolic challenge in the body. Erythropoiesis also involves tightly controlled transcriptional regulation of the α- and β-globin genes, ensuring that globin synthesis occurs in a timely and sufficient manner. Regulation of α-globin expression by its enhancers has been extensively characterised^3–7^. Interestingly, α-globin has been maintained in synteny with Nitrogen permease regulator-like 3 (*Nprl3*) since before the divergence of jawed (gnathostome) and jawless (agnathan) vertebrates, and before the teleost-specific genome duplication. The α- and β-globin gene clusters separated in amniote vertebrates due to transposition of the proto β-globin gene^8^. However, *Nprl3*, α-globin and the α-globin enhancers have been conserved in synteny for >500 million years^9^, leading us to hypothesise that their co-localisation underlies a functionally significant partnership between the genomic elements.

*Nprl3* is conserved throughout Animalia, Fungi, Excavata, SAR (Stramenopiles, Alveolates, Rhizaria) and Amoebazoa; the only taxon that evidently lacks an *Nprl3*-like gene is that of green algae and land plants^8^. *Nprl3* is broadly expressed across vertebrate cell types, and its loss is embryonic lethal^10^. Nprl3 is a member of the GATOR-1 complex, which negatively regulates mTORC1. mTORC1 is a central metabolic controller, promoting anabolic processes (such as protein translation and synthesis^11^), inhibiting catabolism (such as autophagy^12^), and influencing metabolic pathways of ATP production^13^. Generally, anabolic metabolic outputs require active mTORC1, whereas catabolic signals occur under low mTORC1 signalling. mTORC1 serves critical roles in erythroid cells, contributing to an essential anabolic-catabolic balance during erythropoiesis: erythroblasts undergo rapid haemoglobinisation followed by high autophagic and proteasomal activity to expel or degrade organelles, ultimately resulting in a cytosol comprising 98% haemoglobin^14,15^. Nevertheless, how mTORC1 is dynamically regulated during this process remains poorly understood, and to the best of our knowledge, the role of Nprl3 in erythropoiesis has not been explored.

*Nprl3* introns contain 4 of the 5 α-globin enhancers in mice, and 3 of 4 in humans (Fig. 1a)^16^. Furthermore, published data show that *Nprl3* RNA expression increases during erythroid commitment^17^. Considering its conserved genomic context and function regulating mTORC1, we aimed to explore the hypothesis that Nprl3 serves a key role in erythroid metabolism, potentially transcriptionally supported by its location in a transcriptional hub, thus linking metabolism with completion of the erythroid programme during red blood cell synthesis.

**Fig. 1:**
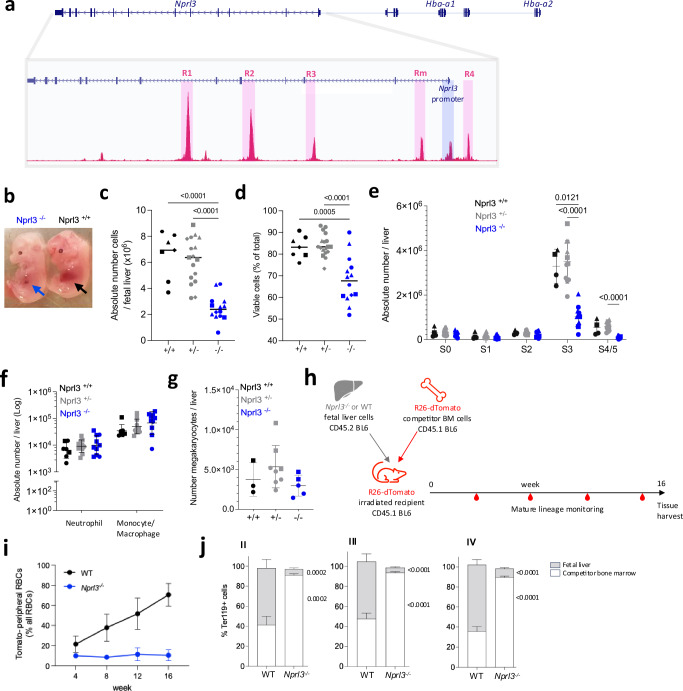
Loss of Nprl3 impairs erythroid differentiation in murine foetal liver and adult competitive chimaeras. **a** Schematic illustrating the relative genomic localisation of *Nprl3* and *Hba-1/2*, as well as the positions of the 5 murine α-globin enhancers, MCS-R1, R2, R3, Rm and R4, defined here by ATAC-Seq (GSE174110). **b** Representative images of E13.5 *Nprl3*^*−/−*^ and *Nprl3*^*+/+*^ embryos. **c** Total number and (**d**) viability of cells per foetal liver according to genotype (5 litters. Each point represents a foetal liver, and each shape represents a litter). Analysed by One-way ANOVA followed by Tukey’s test. **e** Absolute number of erythroid cells in stages S0-S5 of differentiation in foetal livers of *Nprl3*^*+/+*^*, Nprl3*^*+/−*^ and *Nprl3*^*−/−*^ embryos (*n* = 3 litters. Each point represents a foetal liver, and each shape represents a litter). S0/S1, CFU-Es; S2, proerythroblasts; S3, basophilic erythroblasts; S4/S5, polychromatic erythroblasts-enucleated cells. Points indicate individual embryos. Mean ± SD indicated. Analysed by Two-way ANOVA followed by Tukey’s test. **f** Absolute numbers of CD11b+ Ly6G+ neutrophils and CD11b+ Ly6G- F4/80+ monocytes/macrophages (*n* = 3 litters. Each point represents a foetal liver, and each shape represents a litter). Data have been log-transformed for visualisation and statistical analysis. Each point represents an individual embryo, and the geometric mean ± geometric SD are indicated. Analysed by Two-way ANOVA followed by Tukey’s test. **g** Absolute number of c-kit- CD41+ ‘megakaryocyte’ cells per foetal liver (*n* = 2 litters. Each point represents a foetal liver, and each shape represents a litter). Mean ± SD are indicated, and the data was analysed by One-way ANOVA followed by Tukey’s test. **h** Schematic illustration of the competitive chimaera experimental design. **i** Proportion of peripheral RBCs derived from WT and *Nprl3*^*−/−*^ foetal liver cells (each point represents 8 mice). Data are expressed as mean ± SD. **j** Competitivity comparison showing the proportions of cells in each erythroblast stage (defined by flow cytometry using CD44 and forward scatter: II, basophilic; III, polychromatic, and IV, orthochromatic erythroblasts) derived from foetal liver vs. competitor bone cells, according to the genotype of the transplanted foetal liver. Analysed in recipient bone marrow at week 16 post-transplantation. Data analysed by One-way ANOVA followed by Šídák’s test (*n* = 8 mice per group). Upper *p*-value compares foetal liver, lower compares bone marrow competitors. Data are expressed as mean ± SD. Nprl3 nitrogen permease regulator 3, Hba alpha-globin, MCS multispecies conserved sequence, CFU-E colony-forming unit erythroid, SD standard deviation. Source data are provided as a Source Data file.

This study presents a critical role for Nprl3 in erythropoiesis, and shows that *Nprl3* expression levels are regulated by the α-globin enhancer cluster. Further findings suggest that the transcriptional hub (formed by *Nprl3*, α-globin and the associated enhancers) is functionally beneficial to erythroid cells.

## Results

### Nprl3-deficient erythropoiesis is ineffective in foetal and adult mice

We employed an *Nprl3* constitutive knockout (KO) model (*Nprl3*^−/−^), in which the entire *Nprl3* promoter region is deleted, leaving the α-globin enhancers (MCS- (multispecies conserved sequence) R1, R2, R3, Rm and R4) unchanged^18^. This deletion is embryonic lethal when homozygous (between embryonic day (E)15 and birth)^19^. In this model, *Nprl3*^−/−^ foetal liver demonstrates severe impairment of erythropoiesis compared to littermate controls. This is evident from visual inspection of embryos: healthy foetal liver at E13.5 is mostly comprised of haemoglobinising erythroblasts, whereas inability to fulfil this development in *Nprl3*^−/−^ embryos results in reduced foetal liver size (Fig. 1b), cellularity (Fig. 1c) and cell viability (Fig. 1d). 

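In the mm39 build, *Nprl3* (ENSMUSG00000020289.16) lies on chromosome 11 from 32175628 to 32217707 on the minus strand, so that its promoter end faces the α-globin genes. *Hba-a1* lies from 32233511 to 32234465 and *Hba-a2* from 32246489 to 32247298, both on the plus strand. *Mpg* lies from 32176505 to 32182700 on the plus strand, within the bounds of *Nprl3*. Beyond the other end of *Nprl3* lie *Rhbdf1*, from 32159585 to 32172300 on the minus strand, and *Snrnp25*, from 32155415 to 32158984 on the plus strand. In RNA-seq of S3 erythroblasts sorted from 4 wild-type and 2 *Nprl3*-/- foetal livers, *Mpg* had a log2 fold change of 0.03 (standard error 0.14). *Hba-a1* had a log2 fold change of −0.17 (standard error 0.16) and *Hba-a2* of −0.26 (standard error 0.20), both within the spread between embryos. These 2 genes are near-identical copies, and reads that mapped to both were not counted. The log2 fold change of *Snrnp25* was 0.0015 (standard error 0.16). *Rhbdf1* had a log2 fold change of 1.94 (standard error 0.56), which did not pass the correction over all genes tested (adjusted p = 0.287, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).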

Staging of erythroid differentiation based on Ter119/CD71 expression^20^ showed a profound block on terminal erythroid differentiation, with significantly fewer *Nprl3*^−/−^ erythroblasts reaching stage 3 (S3) (basophilic erythroblasts) compared to WT (Fig. 1e and Supplementary Fig. 1a, b). Notably, myelopoiesis and megakaryopoiesis are unimpaired in *Nprl3*^−/−^ foetal liver (Fig. 1f, g), showing an erythroid-specific dependence on sufficient *Nprl3* expression. Common myeloid progenitors (CMPs) and megakaryocyte erythroid progenitors (MEPs) were both reduced in number in the *Nprl3*^*−/−*^ foetal liver, whereas granulocyte monocyte progenitors (GMPs) and c-kit^+^Sca-1^+^ haematopoietic stem and progenitor cells (HSPCs) were unchanged (Supplementary Fig. 1c; measured by flow cytometry^21^, example Supplementary Fig. 5b). This is indicative of a biased erythroid/megakaryocyte sensitivity to *Nprl3*^*−/−*^, among haematopoietic progenitors, in addition to later-stage inhibition of erythropoiesis.

To assess the effects of *Nprl3*^−/−^ in adult erythropoiesis, independent of any potential systemic developmental defects, a foetal liver-bone marrow competitive chimaera model was established (Fig. 1h). One group of lethally irradiated CD45.1 *R26-*^*tdTomato*^ mice were adoptively transferred *Nprl3*^−/−^ CD45.2 foetal liver cells alongside *R26-*^*tdTomato*^ WT bone marrow cells, and another received WT CD45.2 foetal liver cells alongside *R26-*^*tdTomato*^ WT bone marrow cells. Equal numbers of foetal liver cells, and equal numbers of competitor bone marrow cells, were transferred between groups. As erythroid cells lose expression of CD45 antigens with maturity, the *R26-*^*tdTomato*^ ubiquitous reporter construct enabled the origin of mature RBCs to be defined in reconstituted mice as foetal liver (*Tomato*^*−*^*)* or bone marrow competitor (*Tomato*^*+*^).

Over 16 weeks of reconstitution, *Nprl3*^*−/−*^ foetal liver-derived cells contributed poorly to the peripheral RBC population (Fig. 1i). After 16 weeks, we determined the contribution of *Nprl3*^*−/−*^ cells through successive stages of bone marrow erythropoiesis, which showed a profound defect in terminal erythroid differentiation. *Nprl3*^*−/−*^ cells comprised only 5–10% of basophilic, polychromatic and orthochromatic erythroblasts in the bone marrow, whereas WT foetal liver-derived cells comprised ~60% (Fig. 1j and Supplementary Fig. 1d; assessed by flow cytometry, as per Supplementary Fig. 1e^22^). *Nprl3*^*−/−*^ cells seemed to accumulate in the pro-erythroblast stage where their contribution was comparable to that of WT foetal liver-derived cells (Supplementary Fig. 1f), suggesting a differentiation block reminiscent of our observations in the foetal liver (Fig. 1e).

In addition to defects in terminal erythropoiesis, we observed a competitive disadvantage at the earliest assessed haematopoietic bifurcation: fewer MPPs were formed by *Nprl3*^−/−^ foetal liver cells (Supplementary Fig. 1f; haematopoietic progenitors were defined by flow cytometry using a previously characterised scheme^23^, see Supplementary Fig. 5). This appeared to result in pan-haematopoietic disadvantage; *Nprl3*^*−/−*^ foetal liver contributed poorly to most progenitor cell types (except CFU-E/ProE) and mature haematopoietic cell types (Supplementary Fig. 1f, g). This is not reflective of the comparatively normal numbers of non-erythroid cell types and their progenitors found in E13.5 *Nprl3*^−/−^ foetal liver (Fig. 1f, g). Notably, this HSC-level disadvantage was only observed in the competitive setting, where more ‘fit’ WT cells exist in the same haematopoietic system. The difference between these settings may also reflect that foetal liver erythropoiesis is driven by progenitors that develop independently of the HSC compartment, whereas adult bone marrow haematopoiesis is HSC-dependent^24^. Interestingly, HSCs and erythroid cells express the highest levels of *Nprl3* among haematopoietic cells in the mouse bone marrow (Supplementary Fig. 1h) and it is known that HSC fitness is regulated by appropriate levels of mTORC1 signalling^25,26^.

Irrespective of the potential role for *Nprl3*^−/−^ in HSCs, the accumulation of *Nprl3*^*−/−*^ pro-erythroblasts and subsequent defect in terminal erythropoiesis supports a role for *Nprl3*^−/−^ in erythroid differentiation. The chimaeras indicate that the *Nprl3*^*−/−*^ erythroid deficiency is haematopoietic intrinsic, and independent of systemic developmental defects in *Nprl3*^−/−^ embryos.

### Human *NPRL3*-KO erythroblasts respond defectively to a changing cellular environment

Homozygous *NPRL3* loss-of-function mutations have not been identified in humans, likely due to early lethality. To study NPRL3 in human erythropoiesis, we established an in vitro model of *NPRL3*-KO in erythroid cells. High-efficiency *NPRL3*-KO was induced in primary human CD34+ HSPCs by RNP-editing (Fig. 2a) and maintained throughout 15 days of erythroid-directed culture (Supplementary Fig.  2a, b)^27,28^. Negative control (NC) cells were nucleofected with a scrambled non-targeting sgRNA—Cas9 complex. To assess the ultimate erythroid productivity of single *NPRL3*-KO CFU-Es versus single NC CFU-Es, these cells were singly sorted into individual wells prior to erythroid culture. *NPRL3*-KO CFU-Es formed significantly fewer enucleated cells compared to their NC counterparts by day 15 (Fig. 2b and Supplementary Fig. 2c), showing that loss of NPRL3 also impairs the output of human in vitro erythropoiesis. Monitoring of cell number during bulk cell culture indicated a proliferative burst in NC populations from day 7 of culture, resulting in a peak in cell number on day 9 (Supplementary Fig.  2d). This was not observed in *NPRL3*-KO populations, suggesting a growth or differentiation impairment of *NPRL3*-KO erythroblasts. The culture is mostly comprised of basophilic erythroblasts at this time, and so this result is consistent with the loss of progression to S3 observed in murine *Nprl3*^*−/−*^ foetal liver (Fig. 1e).

**Fig. 2:**
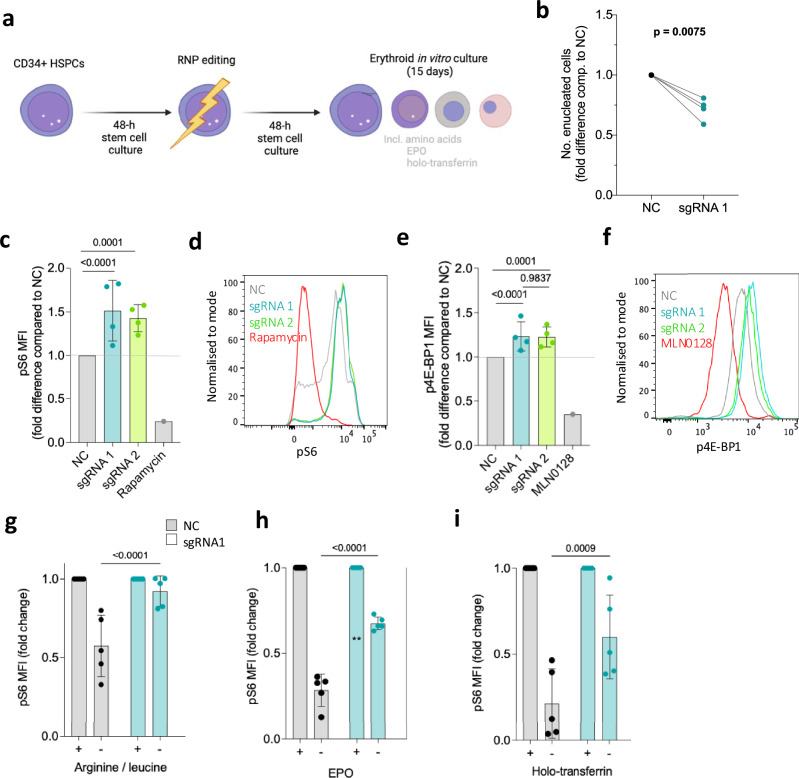
NPRL3-KO impairs primary human in vitro erythroid differentiation and erythroblast mTORC1 signalling. **a** Schematic illustration: following extraction of human peripheral blood mononuclear cells, magnetic assisted cell sorting was used to isolate CD34+ HSPCs. After a 48-h rest and expansion period, RNP-editing was performed to knockout NPRL3. After another rest period, the edited cells were exposed to an erythroid differentiation culture. Created in BioRender.com ‘Preston, A. (2025) https://BioRender.com/y65h405’. **b** Fold difference in the average number of enucleated cells formed by NPRL3-KO progenitors compared to NC by day 14. NC (negative control) represents a scrambled non-targeting sgRNA. Four individual donors are indicated, and each pair of connected points represents the average from one individual, and each average is represented by the geometric mean. Analysed by one-tailed ratio paired *t*-test. **c** pS6 median fluorescent intensity (MFI) of NC cells compared to NPRL3-KO induced using sgRNA1/2, measured by flow cytometry on day 11, 24 h post-media change (*n* = 4 cell populations from four separate donor individuals), also represented in (**d**) using a histogram. **e** p4E-BP1 MFI on day 11 (*n* = 4 cell populations from four separate donor individuals), also represented in (**f**) using a histogram. Rapamycin and MLN0128 were included to indicate the dynamic scope of mTORC1 signalling measurable by pS6 MFI. Error bars represent standard deviation. Fold reduction in pS6 MFI upon 4-h withdrawal of (**g**) arginine and leucine, (**h**) EPO and (**i**) holo-transferrin, measured on day 11. Each point represents an individual donor (*n* = 4 cell populations from four separate donor individuals). Analysed by Two-way ANOVA followed by Tukey’s test. Error bars represent standard deviation. NPRL3 nitrogen permease regulator 3, mTOR mammalian target of rapamycin, HSPC hematopoietic stem and progenitor cell, RNP ribonucleoprotein, NC negative control, KO knockout, pS6 phosphorylated S6, p4E-BP1 eukaryotic translation initiation factor 4E-binding protein 1, EPO erythropoietin, sgRNA short guide RNA, MFI median fluorescent intensity, SD standard deviation. Source data are provided as a Source Data file.

On day 11 of the CD34 erythroid culture, bulk cultured *NPRL3*-KO erythroblasts (mostly basophilic and polychromatic erythroblasts) also showed overactive mTORC1 signalling, as measured by phosphoS6 (pS6; (Fig. 2c, d) and p4EB-P1 (Fig. 2e, f), close downstream effectors of mTORC1. This confirmed that NPRL3 deficiency results in increased mTORC1 activity by removing a means of negative mTORC1 regulation, demonstrating canonical GATOR-1 signalling in human erythroid cells for the first time. In cell lines and *Drosophila*, NPRL3 (as part of GATOR-1), inhibits mTORC1 activity in response to low amino acid availability, particularly arginine and leucine^29–31^. To test human erythroid cultures, edited erythroblasts were exposed to leucine and arginine withdrawal on day 11 for 4 h before pS6 measurement. In such conditions, *NPRL3*-KO erythroblasts were unable to appropriately downregulate mTORC1 activity (Fig. 2g). Two key physiologic regulators of erythropoiesis are iron availability and erythropoietin (EPO). Interestingly, *NPRL3*-KO erythroblasts failed to appropriately regulate pS6 in response to iron deficiency and EPO deprivation (separately, in replete amino acid conditions; Fig. 2h, i). This shows that NPRL3 is required for appropriate integration of multiple stimuli that influence successful completion of erythropoiesis.

These results highlighted the importance of the NPRL3 - mTORC1 axis as a central metabolic regulator of erythropoiesis. We next revisited the foetal liver model to more closely assess erythroid cell metabolism.

### Nprl3 maintains the metabolic profile of erythroid cells

Loss of Nprl3 increased erythroblast phospho-S6 (pS6) signalling in murine E13.5 *Nprl3*^−/−^ foetal liver (Fig. 3a), as in human erythroid cultures. Autophagy is an important contributor to cellular metabolism; it is required for erythropoiesis^32^ and is suppressed by activated mTORC1^15,33^. Therefore, we hypothesised impaired autophagy to be a possible outcome of overactive mTORC1 signalling induced by *Nprl3*^*−/−*^. Consistent with the role of Nprl3 as an mTORC1 inhibitor, autophagic flux was reduced in *Nprl3*^*−/−*^ erythroblasts (S2) from E13.5 foetal liver compared to littermates (Fig. 3b). This metabolic dysregulation may contribute to their inability to efficiently mature to S3 (basophilic erythroblasts) and beyond.

**Fig. 3:**
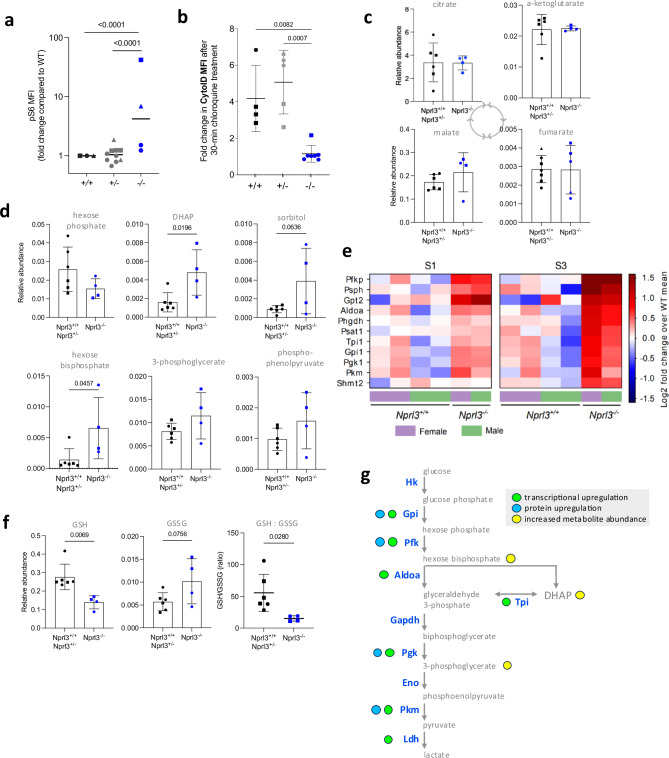
Metabolic effects of *Nprl3*^*−/−*^ in E13.5 foetal liver. **a** pS6 MFI measured in S2 foetal liver erythroblasts (fold change compared to *Nprl3*^*+/+*^), following a 2-h 37 °C incubation in RPMI with 5% FCS (otherwise un-supplemented). Each point indicates a foetal liver, symbols indicate different litters (*n* = 3 litters). Analysed by Two-way ANOVA followed by Tukey’s test (grouped by litter. High baseline variability between litters (i.e. experiments) could be due to temporal instrumental variation of the flow cytometer used, or the speed of sample processing). **b** Autophagic flux in S2 erythroblasts, as interpreted by difference in the MFI of Cyto-ID (an autophagosome dye) between untreated cells and cells treated with an inhibitor of autophagosome formation for 30 min. Each point indicates a foetal liver population, symbols indicate different litters. Mean ± SD are indicated. Analysed by One-way ANOVA followed by Tukey’s test. Relative abundance of (**c**) glycolysis and (**d**) Krebs cycle intermediates, in *Nprl3*^*−/−*^ Ter119+ cells versus littermates, measured by LC-MS. **e **RNA-Seq heatmap showing 11 genes in the ‘Glycolysis’ KEGG pathway that were identified as significantly upregulated in *Nprl3*^*−/−*^ S3 foetal liver compared to *Nprl3*^*+/+*^ S3 foetal liver. Colour intensity indicates the log2 fold change in each sample relative to the mean of wild-type samples. **f** GSH:GSSG ratio, calculated from relative abundances of glutathione and oxidised glutathione. All LC-MS measurements were normalised to the abundance of myristic acid, employed as an internal control. All LC-MS data were compared by two-tailed *t*-test. For all graphed LC-MS data, each point represents one cell population, each derived from separate foetal livers, and the mean ± SD are presented. **g** schematic illustrating the transcriptional and protein-level upregulation of glycolytic enzymes in *Nprl3*^*−/−*^ erythroblasts, and metabolic intermediates with increased abundance. Nprl3 nitrogen permease regulator 3, pS6 phosphorylated S6, Pfkp phosphofructokinase, Psph phosphoserine phosphatase, Gpt2 glutamic-pyruvic transaminase 2, Aldoa Aldoase 1, Phgdh phosphoglycerate dehydrogenase, Psat1 phosphoserine aaminotransferase 1, Tpi1 triosephosphate isomerase 1, Gpi1 glucose-6-phosphate isomerase 1, Pgk1 phosphoglycerate kinase 1, Pkm pyruvate kinase, Shmt2 serine hydroxymethyltransferase−2, MFI median fluorescent intensity, SD standard deviation, Hk hexokinase, Eno enolase, Ldh lactate dehydrogenase. Source data are provided as a Source Data file.

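The heatmap of Fig. 3e names *Pfkp*, *Psph*, *Gpt2*, *Aldoa*, *Phgdh*, *Psat1*, *Tpi1*, *Gpi1*, *Pgk1*, *Pkm* and *Shmt2*. Their counts were compared between 2 *Nprl3*-/- and 4 wild-type S3 libraries after TMM normalization in edgeR. The log2 fold change was above 0 for all 11 genes at S3, with a median of 0.84 and a range from 0.61 in *Shmt2* to 2.23 in *Pfkp*. In 10 of the 11 genes both *Nprl3*-/- libraries lay above all 4 wild-type libraries. Chance gives this order to 6.67% of genes, but that share is no fair yardstick for genes the study picked on the same libraries. Over all 11804 genes tested, 1 of the 11 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, all 11 did, which is not independent evidence because the study chose the list on these libraries. *Psph*, the phosphatase that completes serine synthesis, had 826 ± 267 normalized counts in wild-type (SD, n = 4) and 2464 ± 496 in *Nprl3*-/- S3 erythroblasts (SD, n = 2). Its log2 fold change was 1.57 (standard error 0.28, adjusted p = 0.0617 from the same edgeR test). *Phgdh*, the enzyme of the initial step of serine synthesis, rose from 2520 ± 361 to 4814 ± 921 (log2 fold change 0.93, standard error 0.17, edgeR adjusted p = 0.0697). Without *Nprl3*-/- embryo 2 the median of the 11 log2 fold changes was 0.56, and without embryo 9 it was 1.07. With DESeq2 and sex as a covariate, the alternative that moved the number of significant genes most, all 11 passed the threshold. At S1 all 11 were also higher in *Nprl3*-/- erythroblasts, with a median log2 fold change of 0.46, and 0 passed the correction over all genes.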

To further explore the effect of *Nprl3*^*−/−*^ on metabolism we analysed a panel of metabolic intermediates in Ter119+ erythroid cells, from E13.5 foetal livers. Loss of Nprl3 did not alter concentrations of tricarboxylic acid cycle metabolites (Fig. 3c), amino acids or nucleotides (with increased levels of ATP relative to other nucleotides as expected in erythroid cells^34^; Supplementary Fig.  3b). However, *Nprl3*^*−/−*^ erythroid cells demonstrated increased abundance of hexose bisphosphate and dihydroxyacetone phosphate (DHAP; Fig. 3d), suggesting relative dysregulation of glycolysis (a major mTORC1 target^35^) at the level of aldolase and triosephosphatase isomerase (TPI). We then performed RNAseq on S1 and S3 wild-type and *Nprl3*^*−/−*^ erythroblasts. 

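RNA was sequenced from S1 and S3 erythroblasts sorted by Ter119 and CD71 expression from foetal livers of 8 embryos at E13.5. Each embryo gave 1 library per stage. The 16 libraries came from 4 wild-type, 2 heterozygous (Het) and 2 *Nprl3*-/- (KO) embryos, and the paper does not report on the Het libraries. RNA was amplified before polyA-enriched libraries were made and sequenced as paired-end reads. The authors aligned the reads to mm39 with STAR and counted read pairs per Ensembl gene with featureCounts. They deposited the raw counts, without normalization. The counting did not use the strand, and reads that mapped to several places or overlapped several genes were left out. At S1 the total count per library ran from 23331156 to 32131347 in wild-type (median 29595823.5, n = 4), from 31213515 to 32395199 in KO and from 27044302 to 36035368 in Het. At S3 it ran from 20666044 to 37609502 in wild-type (median 30864319, n = 4), from 21375730 to 23008732 in KO and from 26012168 to 26041199 in Het. The paper's stated depth is 30000000 reads, and the values here use the counted read pairs. Globin genes took 10.0% to 11.8% of the counts in S3 libraries and 0.0738% to 1.07% in S1 libraries. KO and wild-type libraries were compared within each stage with edgeR on TMM-normalized counts, over genes with a mean normalized count above 10. Other choices that could change the numbers are the test, the sex of the embryos as a covariate, the filter on low counts and which libraries share the fit.
The targeted gene separated the genotypes at S1. *Mpg* overlaps it on the other strand, which the counting did not tell apart. Counts per gene can also include the polyadenylated enhancer transcripts that the paper describes within *Nprl3*. The counts are therefore not a measure of promoter-derived mRNA alone. The raw count of *Nprl3* was 13 and 32 in the KO S1 libraries, against 881 to 1588 in wild-type. Normalized over all 16 libraries, it was 804 ± 173 in wild-type (SD, n = 4), 385 ± 5.47 in Het (SD, n = 2) and 14.9 ± 7.57 in KO (SD, n = 2). The log2 fold change of KO against wild-type at S1 was −5.72 (standard error 0.43, adjusted p = 0.0212, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a wild-type embryo left out, the edgeR adjusted p at S1 was 0.152 without embryo 0 and 0.0876 without embryo 5, while the log2 fold change stayed between −6.39 and −5.30 over all 6 fits that left out an embryo. At S3 the KO libraries held 1730 and 2069 counts of *Nprl3*, against 2953 to 3883 in wild-type. The normalized counts were 5158 ± 1010 in wild-type (SD, n = 4), 4307 ± 596 in Het (SD, n = 2) and 3495 ± 154 in KO (SD, n = 2). The KO libraries lay below all 4 wild-type libraries, but the log2 fold change of −0.55 (standard error 0.19) did not pass the correction (edgeR adjusted p = 0.381). With sex as a covariate it passed, at a log2 fold change of −0.53 in edgeR (adjusted p = 0.0367) and −0.54 in DESeq2 (adjusted p = 0.00119), and under no other alternative.

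**Figure D1:**
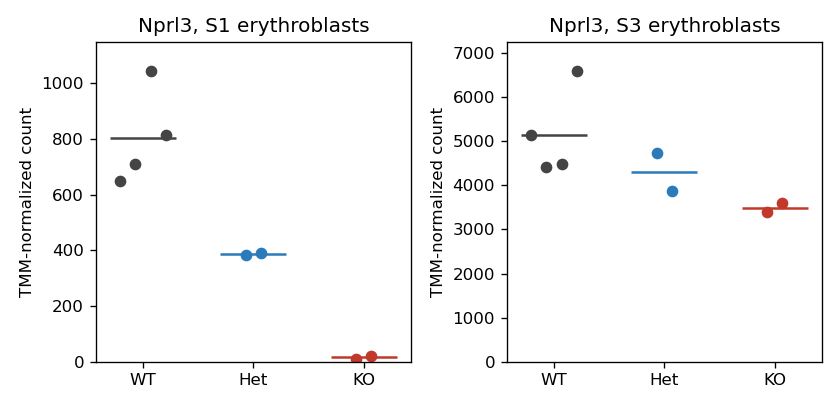
TMM-normalized counts of *Nprl3* per library in S1 (left) and S3 (right) erythroblasts, on separate linear axes that start at 0. Points are embryos, 4 wild-type (WT), 2 heterozygous (Het) and 2 *Nprl3*-/- (KO), and lines are group means, and the KO libraries lie near 0 at S1 but not at S3. The counts can include enhancer transcripts as well as promoter-derived mRNA.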

RNA-Seq showed that *Aldoa* and *Tpi1* were among seven glycolytic enzymes transcriptionally upregulated in E13.5 *Nprl3*^*−/−*^ erythroblasts, as part of the ‘carbon metabolism’ KEGG pathway that was upregulated at S1 and, to a greater extent, S3 stage (Fig. 3e). 

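*Aldoa* lies on chromosome 7 of mm39 from 126394406 to 126399923 and *Tpi1* on chromosome 6 from 124787549 to 124791259. *Aldoa* had 4307 ± 959 normalized counts in wild-type (SD, n = 4) and 8275 ± 1646 in *Nprl3*-/- S3 erythroblasts (SD, n = 2). Its log2 fold change was 0.94 (standard error 0.21, adjusted p = 0.128 over all genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tpi1* had 12068 ± 3599 normalized counts in wild-type and 20263 ± 3770 in *Nprl3*-/- at S3, a log2 fold change of 0.75 (standard error 0.26, edgeR adjusted p = 0.396). For both genes the *Nprl3*-/- libraries lay above all wild-type libraries at S3, while the groups overlapped at S1. The log2 fold changes at S1 were 0.47 for *Aldoa* (standard error 0.26) and 0.29 for *Tpi1* (standard error 0.25). Both genes have processed pseudogenes in the annotation, and reads shared with those were not counted. Fig. 3g names 7 glycolytic enzymes, *Gpi1*, *Pfkp*, *Aldoa*, *Tpi1*, *Pgk1*, *Pkm* and *Ldha*, which are taken here as the enzymes meant. Each of the 7 had a log2 fold change above 0 at both stages, and the smallest at S3 was 0.65 in *Pgk1*. *Ldha* rose by 0.83 at S3 (standard error 0.24, edgeR adjusted p = 0.287). At S3, 1 of the 7 passed the threshold over all genes in edgeR, and all 7 did in DESeq2 with sex as a covariate. The paper had found more hexose bisphosphate and dihydroxyacetone phosphate in *Nprl3*-/- cells (Fig. 3d). From these metabolites it proposes that glycolysis is dysregulated at the level of aldolase and triosephosphate isomerase, and it then states the rise of their transcripts.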

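Over the 11804 genes tested at S3, 54 were higher and 12 lower in *Nprl3*-/- than in wild-type erythroblasts at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 and 4). Over the 14039 genes tested at S1, 0 were higher and 1 was lower, *Nprl3* itself. At an unadjusted p under 0.05 there were 1006 genes at S3, where chance gives 590.2, and 355 at S1, where chance gives 702. The share of genes whose *Nprl3*-/- and wild-type libraries did not overlap was 18.6% at S3 and 10.2% at S1, against 13.3% by chance. With 4 libraries against 2, an exact permutation test of a single gene cannot go below p = 0.0667, so the calls rest on the spread that edgeR shares between genes. In data simulated at this size, with changes of 2 on the log2 scale, the same test recovered 156 of 192 changed genes at S3 and 134 of 195 at S1. Smaller changes were not simulated, and genes were drawn independently, so the recovery of smaller changes in the real libraries is unknown. The counts moved most when DESeq2 was used with sex as a covariate, which gave 298 higher and 365 lower genes at S3 and 139 higher and 48 lower genes at S1. The paper, which used DESeq2, reports the same numbers at S3, and 140 and 48 at S1. Its text does not name the design formula. With each wild-type embryo left out in turn, 9 to 40 genes were higher at S3, the fewest without wild-type embryo 8, and 0 to 5 were lower, the fewest without wild-type embryo 0. At S1 the number of lower genes was then 0 without wild-type embryos 0 or 5 and 2 without embryo 8. The largest significant rises at S3 were in *Slc7a3*, *Isg15*, *Tgtp2*, *Sp100* and *Trim34a*, with log2 fold changes from 4.38 to 4.75. *Tgtp2* and *Trim34a* each have a near-identical neighbour, so their counts leave out shared reads. The largest falls were in *Marco*, *Zfp185*, *Ctsh* and *Fcna*, with log2 fold changes from −2.58 to −1.89. Of these 9 genes, *Slc7a3* passed the threshold with each wild-type embryo left out in turn, and the other 8 did not pass in at least 1 of the 4 fits. *Marco* is also in a list of macrophage markers, whose median log2 fold change at S3 was −1.32, with 0 of 14 genes higher. Its fall therefore need not be a change within erythroblasts.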

Overall, RNA-Seq analysis revealed a greater differential expression profile in *Nprl3*^*−/−*^ erythroblasts versus wild-type at S3 stage (298 upregulated, 365 downregulated) compared to at S1 (140 upregulated, 48 downregulated). (Fig. 3e and Supplementary Fig. 3c, d). This is consistent with the stage-specific loss of S3 erythroblast number we observe in *Nprl3*^*−/−*^ foetal liver. 

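Whether the effect of the *Nprl3*-/- genotype differed between stages was tested directly, in one edgeR fit of the 8 wild-type and 4 *Nprl3*-/- libraries with an interaction of genotype and stage. Over 13485 genes, 1 gene had a different effect at an adjusted p under 0.05, *Nprl3*, whose log2 fold change was higher by 5.17 at S3 than at S1 (standard error 0.41, adjusted p = 3.05e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts of *Nprl3* can include the enhancer transcripts that the paper describes, so this difference does not measure promoter-derived mRNA alone. At an unadjusted p under 0.05 there were 420 genes, against 674 expected by chance. With the embryo as a replicate block, 1 gene passed as well. In simulated data this interaction test recovered 97 of 198 genes whose effects differed by 2 on the log2 scale. Smaller differences were not simulated. In wild-type libraries 4142 genes were higher and 4728 lower at S3 than at S1 of 13514 tested. Among them *Kit* fell by 8.25 and *Myb* fell by 5.60 on the log2 scale, while *Alas2* rose by 6.81. The paper relates the larger number of differentially expressed genes at S3 to the loss of S3 erythroblasts in the *Nprl3*-/- foetal liver.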

Interestingly, GSEA pathway analysis also suggests upregulation of a type-I interferon response (Supplementary Fig.  3e). In addition, we performed protein-MS on S3 wild-type and *Nprl3*^*−/−*^ erythroblasts. 

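Pathway collections were not used here, so a list of 54 type-I interferon-stimulated genes was written before the data were examined. At S3, 42 of them were expressed above the limit on mean count, and 39 of the 42 had a log2 fold change above 0 in *Nprl3*-/- erythroblasts. The median log2 fold change was 1.85 (adjusted p = 8.69e-78, limma's camera with a preset correlation of 0.01). In 32 of the 42 genes both *Nprl3*-/- libraries lay above all 4 wild-type libraries. Over all genes tested, 19 of the 42 passed the threshold, and adjusted over the list alone 34 did. At S1 the median over 48 genes was 1.25 (camera adjusted p = 2.76e-84), with 47 genes higher, 0 significant over all genes and 30 adjusted over the list alone. The number significant over all genes depended on the setting. At S1 it was 4 in edgeR without the filter on low counts, 11 in edgeR with sex as a covariate, 13 in DESeq2 on all 16 libraries, 18 in DESeq2 alone and 28 in DESeq2 with sex, and 0 with the Het libraries of the stage or all 16 libraries in the edgeR fit. At S3 these settings gave 21 to 33. The number at S3 was below 19 with some wild-type embryos left out. Only 9 genes of any kind were then higher without embryo 8 and 11 without embryo 0. The genes move together, and with the correlation estimated from the libraries the adjusted p was 0.0907 at S3 and 0.0554 at S1. Under fry it was 0.0689 at both stages. Without *Nprl3*-/- embryo 2 the median was 1.37 at S3 and 0.97 at S1. Of the lists adjusted together over the 2 stages, 1 passed under fry as well, the ATF4 targets at S3, and 0 passed with the estimated correlation. The score of each library, the median log2 difference of the tested genes from the wild-type mean, lay between −0.41 and 0.54 in wild-type S3 libraries and was 2.19 and 1.39 in the KO libraries. At S1 it lay between −0.53 and 0.53 in wild-type libraries and was 1.45 and 1.05 in the KO libraries. With the KO libraries above all wild-type libraries at both stages, the exact permutation p is 0.0667, the smallest that 2 libraries against 4 allow.

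**Figure D2:**
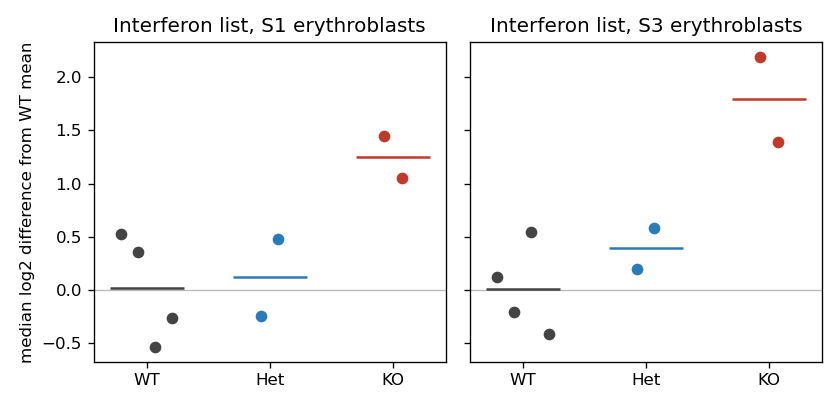
Interferon list score per library, the median log2 difference of the list's genes from the wild-type mean of the stage, in S1 (left) and S3 (right) erythroblasts on a shared axis. Points are embryos, 4 wild-type (WT), 2 heterozygous (Het) and 2 *Nprl3*-/- (KO), lines are group means, and both KO libraries lie above every WT and Het library at each stage.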

At this stage of differentiation, erythroid cells are predominantly synthesising haemoglobin so that numbers of identified proteins are relatively low. However, we observed significant increases in the protein expression of four central glycolytic enzymes (glucose-6-phosphate isomerase, phosphofructokinase, phosphoglycerate kinase and pyruvate kinase (Supplementary Fig.  3f).

*Nprl3*^−/−^ was also associated with decreased glutathione (GSH) and a decreased GSH: oxidised glutathione (GSSG) ratio (Fig. 3f), suggesting loss of reductive power and altered redox balance. Thus, we observe alterations in mTORC1-glycolysis regulation (summarised in Fig. 3g) and oxidative damage protection. Since enzymopathies affecting either of these processes also cause erythrocytic defects^34^, these data are consistent with the erythroid deficiency in *Nprl3*^*−/−*^ foetal livers and indicate that Nprl3-dependent control of metabolism is required for erythropoiesis.

### The α-globin enhancers increase erythroid *Nprl3* expression

Expression of *Nprl3* RNA increases with erythroid commitment^17^. We hypothesised that the α-globin enhancers drive this upregulation. To investigate this, we used transgenic breeding to eliminate *in cis* interactions between *Nprl3* and all murine α-globin enhancers. This involved the *Nprl3*^*+/−*^ mouse (introduced in Fig. 1), where the transgenic allele contains unperturbed α-globin enhancers^18^, but no *Nprl3* expression is directed from its promoter. The second model harbours heterozygous deletion of all 5 α-globin enhancers (*Nprl3*^*+/AEKO*^; producing little or no α-globin RNA^36^), while *Nprl3* is unperturbed. Please see ‘Methods’ for details of these lines.

Cross-breeding heterozygote *Nprl3*^*+/−*^ and *Nprl3*^*+/AEKO*^ mice enabled comparison of *Nprl3* RNA expression in the presence of full *Nprl3* expression (*Nprl3*^*+/+*^), heterozygous *Nprl3* (*Nprl3*^*+/−*^), homozygous *Nprl3* promoters with one allele lacking enhancers (*Nprl3*^*+/AEKO*^), and heterozygous *Nprl3* without possible enhancer influence (*Nprl3*^*AEKO/−*^). Importantly, all *in cis Nprl3*-α-globin enhancer interactions are eliminated in *Nprl3*^*AEKO/−*^ animals. They express one allele with an intact *Nprl3* promoter and coding sequence, but lacking all α-globin enhancers, whereas the other allele lacks the *Nprl3* promoter, but all α-globin enhancers are expressed. These embryos (of novel genotype) were termed ‘*Nalph*’ (see schematic, Fig. 4a).

**Fig. 4:**
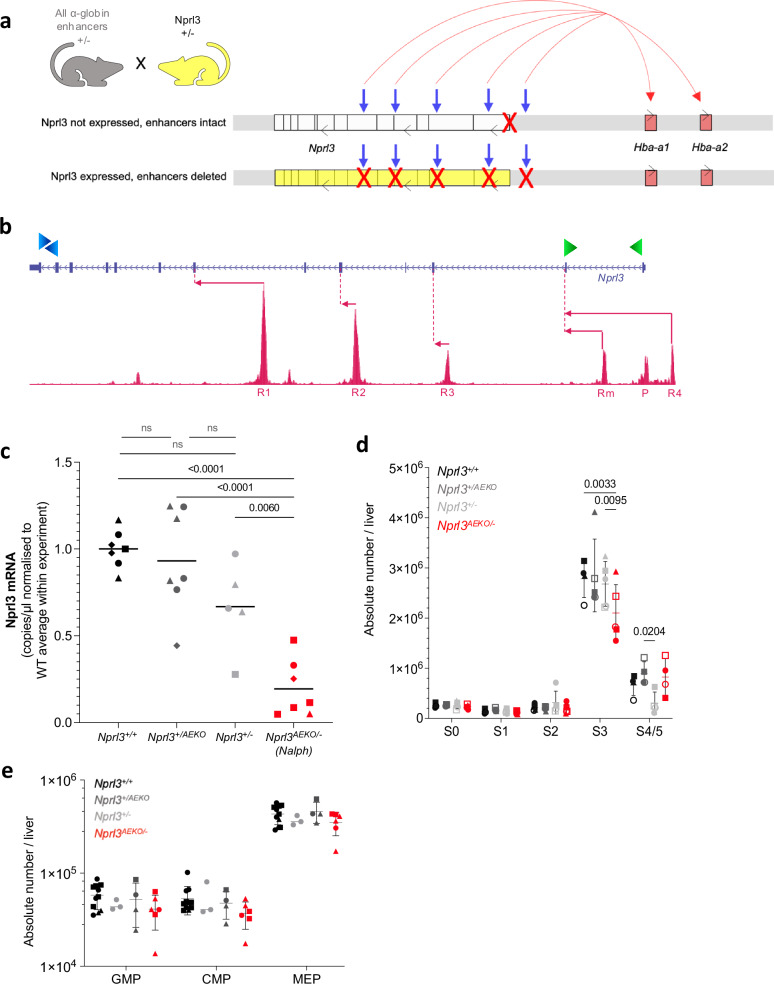
Elimination of interactions between the *Nprl3* promoter and α-globin enhancers. **a** Schematic illustrating the alleles inherited by the *Nalph* genotype, which is heterozygous for both the *Nprl3* promoter deletion, and deletion of all α-globin enhancers. Grey arrows indicate the enhancer locations, and red arrows indicate enhancer induction of sufficient α-globin expression on one allele. **b** Schematic illustrating the digital droplet assay design, with primer locations indicated by green (promoter-derived mRNA) and blue (mRNA + meRNA) arrowheads. Pink arrows indicate transcription starting from enhancers and their first splicing point. **c** Promoter-specific *Nprl3* mRNA expression in E13.5 *Nalph* S3 erythroblasts compared to littermates (*n* = 4 litters, each point represents a foetal liver, each shape represents a litter). Analysed by One-way ANOVA followed by Tukey’s test. **d** Absolute number of erythroid cells in stages S0-S5 of differentiation in E13.5 foetal livers of *Nalph* embryos vs. littermates (*n* = 5 litters, points represent average per litter). Data expressed as median with range. Analysed with by Two-way ANOVA followed by Tukey’s test. **e** Absolute number of GMP, CMP and MEP progenitors per feal liver (*n* = 3 litters, each point represents a foetal liver, each shape represents a litter. Mean ± SD are presented). Nprl3 nitrogen permease regulator 3, Hba alpha-globin, R1/2/3/m/4 multispecies conserved sequence R1/2/3/m/4, P progenitor, AEKO all-enhancer knockout. Source data are provided as a Source Data file.

To determine whether *Nprl3* expression is regulated by the α-globin enhancers in erythroid cells, we measured *Nprl3* mRNA in erythroblasts from all genotypes. *Nprl3* mRNA measurement has previously posed a challenge due to confounding measurement of full-length, spliced, polyadenylated enhancer-derived transcripts (meRNAs)^17^. Please note that meRNAs are not protein-coding and thus have no functional influence. To account for their confounding expression, we designed a high-sensitivity digital droplet PCR assay to measure promoter-specific *Nprl3* transcription (Fig. 4b). This was applied to cDNA from stage S3 sorted erythroblasts from E13.5 foetal livers. This assay was validated using *Nprl3*^*−/−*^ cells, indicating total loss of detectable *Nprl3* mRNA expression with promoter deletion (Supplementary Fig. 4a). The levels of *Nprl3* mRNA measured in *Nalph* erythroid cells were significantly lower than in littermates (Fig. 4c), and in particular, lower than when *Nprl3* lies *in cis* to functional α-globin enhancers in *Nprl3*^*+/−*^. This suggests direct regulation of *Nprl3* by the α-globin enhancers in erythroid cells.

One littermate genotype, *Nprl3*^*+/AEKO*^, accounts for possible indirect effects of the enhancer deletions on *Nprl3* expression, showing no significant difference in *Nprl3* expression compared to *Nprl3*^*+/+*^ or *Nprl3*^*+/−*^. Regulation of *Nprl3* by at least one α-globin enhancer is further supported by high-resolution capture sequencing (MCC-Seq)^18^ data, showing interaction between the *Nprl3* promoter and the R2 enhancer (Supplementary Fig. 4b). Polymerase II (Pol II) ChIP-Seq also indicates reduced Pol II loading at the *Nprl3* promoter when the remaining α-globin enhancers are deleted from a hemizygous α-globin locus in a cellular model (Supplementary Fig. 4c; as described in Blayney et al.^36^; data available, GSE220463). These findings are also consistent with Tri-C data showing that the *Nprl3* promoter is present with the α-globin genes and their enhancers in shared transcriptional hubs^7^.

When present independently, the *Nprl3*^*+/−*^ and *Nprl3*^*+/AEKO*^ genotypes do not affect the life expectancy or general health of adult mice. We gathered haematology readings from the peripheral blood of these mice and their littermates. *Nprl3*^*+/−*^ adults demonstrate no difference in RBC count, size or Hb content compared to WT littermates (Supplementary Fig. 4d). *Nprl3*^*+/AEKO*^ adults demonstrate normal RBC counts, with low MCV and Hb content (Supplementary Fig. 4e). This is reflective of the levels of α-globin expressed: equivalent to WT in *Nprl3*^*+/−*^, and reduced to expected levels in *Nprl3*^*+/AEKO*^ mice (Supplementary Fig. 4f, g). As α-globin enhancers are required for α-globin expression on the allele *in cis*, *Nprl3*^*+/AEKO*^ is equivalent to the expression of 2 of 4 functional α-globin genes (such as in α^0^-thalassaemia carriers and alpha-thalassaemia mice, including Hba^th-J^ (^− −^/^aa^)). Due to the duplication of α-globin, such patients are often asymptomatic and their erythropoiesis is sufficient overall^37^. This viable level of α-globin mRNA is not further reduced by the co-presence of *Nprl3*^*+/−*^ *in cis* (as in *Nalph*), confirming that the *Nalph* phenotype is not driven by alterations to globin expression (Supplementary Fig. 4h). Please note that the reduced α-globin expression associated with *Nprl3*^*+/AEKO*^ does not influence *Nprl3* mRNA expression (dark grey points, Fig. 4c), or erythroid output in the foetal liver (dark grey points, Fig. 4d).

Finally, to assess whether the enhancer-bestowed *Nprl3* transcriptional boost has a significant effect on the erythroid role of Nprl3, we compared the effects of enhanced and unenhanced levels of *Nprl3* RNA on erythroid development via flow cytometry on day E13.5. There was no difference in erythroid development between littermate embryos *Nprl3*^*+/−*^, *Nprl3*^*+/AEKO*^ or WT (Fig. 4d). However, fewer S3 erythroblasts were counted in *Nalph* embryos compared to littermates (Fig. 4d). The stage and direction of this effect is reminiscent of that observed in fully *Nprl3*-deficient (*Nprl3*^*−/−*^) foetal livers. The size of the difference is not as profound as in *Nprl3*^−/−^, which is consistent with decreased but existent *Nprl3* expression in *Nalph* cells, lacking the erythroid transcriptional ‘boost’. Nevertheless, among 12 litters, *Nalph* was absent from 3 and was the least represented genotype overall (Supplementary Fig. 4i), which may suggest a fitness disadvantage. Note that the numbers of haematopoietic progenitors (GMP, CMP and MEP) were not different between genotypes (Fig. 4e), suggesting an erythroid-specific requirement of enhanced *Nprl3* transcription. These results indicate that the α-globin enhancer regulation of *Nprl3* expression in erythroid cells enables optimal red blood cell production.

Overall, our data show that the topologically associated domain containing *Nprl3*, α-globin and their enhancers has a multifunctional role. This locus controls developmental gene expression (α-globin) as well as tuned regulation of erythroid cell metabolism (*Nprl3*), ultimately facilitating erythropoiesis.

## Discussion

Erythroid terminal differentiation requires intense anabolic activity (to synthesise sufficient haemoglobin, which is driven by mTORC1^38^). This is followed by a catabolic phase (to recycle macromolecules and enable the simplification from erythroblast to erythrocyte), which features autophagic activity, also controlled by mTORC1^15^. We show that control of mTORC1 by Nprl3 serves a critical role in erythropoiesis, maintaining appropriate glycolytic metabolism and autophagic flux in erythroblasts. Our work suggests that this developmental process may be particularly vulnerable to Nprl3 deficiency. While our work focusses on definitive erythropoiesis, *Nprl3* is also expressed by primitive erythroid cells, and it is plausible that *Nprl3* also influences metabolic regulation of primitive erythropoiesis^39,40^.

Our results demonstrate that Nprl3 maintains autophagic flux (a critical process in erythroblasts), and regulates mTORC1 responses not only to amino acid availability, but also to iron and EPO. It was recently found that cholesterol levels are also communicated to mTORC1 via GATOR-1 in HEK293T cells^41^. To our knowledge, our results are the first demonstration in ‘non-transformed’ cells for a role of GATOR-1 (and NPRL3) acting as an integrator of environmental signals beyond amino acid availability, and indicate a potential mechanism for the known regulation of mTORC1 by iron in erythroid cells^42^.

Metabolically, Nprl3 deficiency associates with increased glycolytic activity in erythroid cells, as indicated by metabolomic, transcriptomic and proteomic data. 

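The transcriptomic part of these data can be read over a list of 24 glycolytic enzymes from hexokinase to lactate dehydrogenase, with all isoforms, which was written before the data were examined. At S3, 19 of them passed the limit on mean count, and 13 of the 19 were higher in *Nprl3*-/- erythroblasts. Their median log2 fold change was 0.33 (adjusted p = 1.35e-04, limma's camera). At S1, 17 of 21 were higher, with a median of 0.40 (camera adjusted p = 4.96e-06). The 18 enzymes of the tricarboxylic acid cycle, by comparison, had a median of 0.06 at S3 (camera adjusted p = 0.646) and −0.01 at S1 (camera adjusted p = 0.914). With the correlation between genes estimated from the libraries, the adjusted p of the glycolytic list was 0.215 at both stages. Without *Nprl3*-/- embryo 2 its median at S3 was 0.19. The difference in the effect between S3 and S1 over this list had a median of 0.14 and was within error (camera adjusted p = 0.898 on the interaction term).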

Erythroid proliferation and differentiation is supported by glycolysis^43^, and it has been characterised that mTORC1 regulates glycolysis (in mouse embryonic fibroblasts and cancerous cells) via Hif-1 and c-myc^44,45^. Therefore, it is likely that dysregulated glycolysis due to mTORC1 overactivation contributes to the *Nprl3*^*−/−*^ erythroid differentiation defect. 

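Mouse phosphofructokinase is encoded by *Pfkl*, *Pfkm* and *Pfkp*. *Pfkp* lies on chromosome 13 of mm39 from 6629804 to 6698813 on the minus strand. At S3 it had 152 ± 19.9 normalized counts in wild-type (SD, n = 4) and 712 ± 225 in *Nprl3*-/- erythroblasts (SD, n = 2), with a standard error of 0.21 on its log2 fold change (adjusted p = 0.0091, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each wild-type embryo left out in turn it passed the threshold in all 4 fits, with edgeR adjusted p of 0.0461 or less. At S1 its log2 fold change was 0.81 (standard error 0.24) and did not pass the correction. *Pfkl* was the most abundant of the 3 at S3, with 8464 ± 1231 normalized counts in wild-type and 9860 ± 1093 in *Nprl3*-/-. Its log2 fold change of 0.22 (standard error 0.16, edgeR adjusted p = 0.824) was within the spread between embryos. *Pfkm* had a log2 fold change of 0.14 at S3 (standard error 0.18, edgeR adjusted p = 0.926). Without *Nprl3*-/- embryo 2 it was −0.02.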

Central glycolytic enzymes are upregulated at the mRNA and protein levels, including phosphofructokinase, the ‘gatekeeper’ of glycolysis. The increased DHAP level in *Nprl3*^*−/−*^ erythroid cells is notable, both because DHAP accumulation also occurs in TPI deficiency (linked to severe anaemia)^34^, and because DHAP is known to activate mTORC1^46^. Interestingly, genetic deficiency of TPI causes erythrocyte accumulation of DHAP and severe chronic haemolytic anaemia^47^. It is possible that mTORC1 overactivity driven by loss of Nprl3 may be maintained and exacerbated by increased DHAP, further destabilising metabolic control. Interestingly, glycolysis also supports HSC self-renewal^23^, and HSC commitment to the erythroid lineage^26^. If glycolytic dysregulation also occurs in *Nprl3*^*−/−*^ HSCs, this may contribute to their impairment in the competitive chimaera experiment, and represent a shared metabolic vulnerability of HSCs and erythroid cells. Metabolomic data also suggested that Nprl3 deficiency associates with dysregulation of redox control. Erythrocytes are exposed to oxidative damage and require protective reductive power in the form of glutathione (GSH), which was decreased in *Nprl3*^*−/−*^ erythroblasts. However, as RNA-Seq revealed no differential expression of genes that control antioxidant levels (e.g. *Nrf2, Nqo1* and *Gclc*) between WT and *Nprl3*^*−/−*^, the degree to which redox imbalance contributes to the *Nprl3*^*−/−*^ erythroid phenotype is unclear.

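*Nrf2* is listed in the annotation as *Nfe2l2*, on chromosome 2 of mm39. At S3 it had 2750 ± 148 normalized counts in wild-type (SD, n = 4) and 2951 ± 1.56 in *Nprl3*-/- erythroblasts (SD, n = 2), a log2 fold change of 0.10 (standard error 0.12, adjusted p = 0.924, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Wild-type embryo 1 had 2969.7 counts and the other 3 between 2645 and 2699. *Nqo1* had a log2 fold change of −0.17 at S3 (standard error 0.15, edgeR adjusted p = 0.865) and *Gclc* of −0.21 (standard error 0.18, edgeR adjusted p = 0.857). At S1 the log2 fold changes of the 3 genes were 0.0065, −0.18 and −0.24, each smaller than its standard error. Those of *Nfe2l2* and *Gclc* changed direction in some of the fits that left out an embryo. Over a list of 16 genes of glutathione synthesis and the oxidative stress response, the median log2 fold change was −0.15 at S3 (adjusted p = 0.610, limma's camera) and −0.00644 at S1 (camera adjusted p = 0.623). Of the 16, 1 passed the threshold over all genes at S3, *Slc7a11*, which encodes the cystine transporter. It rose from 27.6 ± 9.08 to 333 ± 55.2 normalized counts (log2 fold change 3.60, standard error 0.29, edgeR adjusted p = 0.00428), and passed with each wild-type embryo left out in turn. *Hmox1* had a log2 fold change of −1.36 at S3 (standard error 0.25), just short of the threshold (edgeR adjusted p = 0.0678). It passed in edgeR with the Het libraries of the stage in the fit (adjusted p = 0.0341), with sex as a covariate (adjusted p = 0.00482) and without the filter on low counts (adjusted p = 9.79e-05), and in DESeq2 without sex (adjusted p = 5.54e-05) and with it (adjusted p = 1.79e-07). It did not pass in edgeR or DESeq2 with all 16 libraries in the fit. With any wild-type embryo left out *Hmox1* did not pass either, and its log2 fold change lay between −1.49 and −1.21 over those 4 fits.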

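*Isg15* lies on chromosome 4 of mm39 from 156283912 to 156285253 and encodes an interferon-induced ubiquitin-like protein. In S3 erythroblasts it had 642 ± 399 normalized counts in wild-type (SD, n = 4) and 16701 ± 9204 in *Nprl3*-/- (SD, n = 2). Wild-type embryo 5 had 1239.8 counts and the other 3 between 415 and 485. The log2 fold change was 4.69 (standard error 0.49, adjusted p = 0.0133, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Rsad2* rose from 302 ± 166 to 4411 ± 1809 (log2 fold change 3.86, standard error 0.44, edgeR adjusted p = 0.0153). *Ifih1* and *Herc6* were higher by 1.60 and 1.53 on the log2 scale. The *Nprl3*-/- libraries lay above all wild-type libraries for each of these 4 genes, which are among those with the smallest p of the interferon list at S3. Without wild-type embryo 8, however, none of the 4 passed the threshold, with edgeR adjusted p from 0.0554 to 0.0681. Without embryo 0 only *Isg15* passed, and without embryo 1 *Herc6* did not pass (edgeR adjusted p = 0.0538). At S1 the log2 fold changes were 3.91 for *Isg15*, 3.60 for *Rsad2* and 1.24 for *Ifih1*, and none passed the correction over all genes. *Herc6* had a log2 fold change of 0.26 at S1 (standard error 0.30).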

Intriguingly, *Nprl3*^*−/−*^ S3 cells also demonstrate a strong transcriptional type-I interferon response. This could be triggered by DAMPs derived from mitochondrial stress, (e.g. accumulated mitochondrial (mT)DNA/damaged mitochondria, potentially due to impaired autophagy). mtDNA can stimulate innate immune signalling and interferon via cGAS/STING, and mitophagy regulates this activity by clearing dysfunctional mitochondria^48^. The role of interferon signalling in erythroblasts warrants investigation in a separate study, particularly as defects in components of the pathway can influence erythropoiesis^49^.

We have shown that the α-globin enhancers upregulate *Nprl3* transcription, which supports erythropoiesis independently of their critical role supporting α-globin expression. We hypothesise that the presence of the α-globin enhancers enables tuneable *Nprl3* expression during erythropoiesis—helping to maintain sensitive regulation of mTORC1 signalling, particularly in response to environmental conditions and metabolic state. Previous research indicates the importance of full GATOR-1 activity for mTORC1 regulation in conditions of nutritional stress. For example, in conditions of mTORC1 overactivation in neurons (via neuronal-specific *Depdc5*-KO), an exacerbated reduction of cortical amino acid abundance was obsereved^50^.

The phenomenon of enhancer sharing, in which lineage-specific enhancers regulate two different genes in the same locus, has been previously described. Shared enhancers regulate expression of the embryonic, foetal and adult globin genes at both the α-globin^51^ and β-globin loci^52,53^, and at the Hox clusters^54^. While these examples involve paralogous genes that act in the same pathway, enhancer sharing by otherwise unrelated genes has also been described (e.g. *Lnpk* in the HoxD cluster^55^). Interestingly, intronic enhancers within *Formin* critically control *Gremlin* expression in the developing limb, where *Formin* expression is dispensable^56,57^. Both *Formin* and *Gremlin* are involved in kidney development, though to the best of our knowledge, no enhancers have been demonstrated to co-regulate both genes in the kidney. We believe our work demonstrating co-regulation of *Nprl3* and the α-globin genes by the α-globin enhancers constitutes the first direct demonstration of functional cross-talk between distinct cellular pathways (mTORC1 and globin synthesis) relying on shared genomic enhancers, where each component is required for successful completion of a key biological process - in this case, erythropoiesis.

It is thought that, in a common ancestor of all vertebrates, an *Nprl3*-hosted regulatory element (corresponding to mammalian R1) provided a platform to regulate ancestral globin genes^9^. *Nprl3* has remained syntenic with the convergently evolving gnathostome haemoglobin α and agnathan monomeric haemoglobin^58,59^, both of which bind and transport oxygen. Together with the work presented here, this suggests that an ancient *Nprl3*, which regulated metabolism and possessed an enhancer, could have facilitated the tissue-specific expression and upregulation of early oxygen-carrying globins during the evolution of erythropoiesis. Subsequent expansion of regulatory mechanisms, while retaining the proximity of *Nprl3* and α-globin, may have allowed optimisation of red blood cell synthesis over evolutionary time in a species-specific manner.

We would like to note some limitations of this study. The relative contributions of underlying causative mechanisms of *Nprl3*^*−/−*^ erythropoietic failure at S3 are not defined. Plausible, and possibly linked, mechanisms include: autophagic inhibition, which constricts macromolecular availability for biosynthesis (recycling) and prevents maintenance of cellular health (defective clearance); and unsustainable energetic imbalance represented by the dysregulation of glycolysis. Pharmacological interventions during pregnancy to test the contribution of these processes to the erythropoietic phenotype were inconclusive and potentially confounded due to effects of drugs on both mother and foetus. Ex vivo culturing of *Nprl3*^*−/−*^ foetal liver cells did not recapitulate the in vivo phenotype of impaired differentiation, likely due to supraphysiological nutrient availability needed for in vitro differentiation culture conditions. This lack of phenotype meant that rescue experiments (for example, testing the effects of suppressing glycolysis) could not be performed. For some experiments on *Nalph*, sample numbers were limited by breeding constraints and limited material available per foetal liver, per pregnancy. Similarly, it would have been informative to describe true promoter-derived *Nprl3* expression among all haematopoietic lineages using ddPCR, but we were limited by the availability of non-erythroid cellular material per foetal liver. In our metabolomic study, the number of metabolites detected is relatively modest. This is in part because mature erythroblasts have an unusual metabolic profile, in the process of refining their proteome and cellular processes. Deeper study of metabolic pathway dysfunction in Nprl3 deficiency would require metabolic tracer assays. However, RNA-Seq and proteomic data provide pertinent parallel ‘omics’, and together the datasets indicate a general upregulation of glycolytic enzymes. 

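Glycolytic enzymes that were lower at S3 in *Nprl3*-/- (n = 2) than in wild-type erythroblasts (n = 4) included *Hk1*, *Hk3*, *Aldoc*, *Pklr* and *Ldhb*, and none of these 5 passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Hk1* (log2 fold change −0.08, standard error 0.19) and *Pklr* (−0.05, standard error 0.13) did not differ beyond the spread between embryos. The most abundant of the enzymes at S3, *Gapdh* and *Eno1*, were higher by 0.33 (standard error 0.21) and 0.36 (standard error 0.22), and their wild-type and *Nprl3*-/- libraries overlapped. The log2 fold change of *Gapdh* was 0.08 without *Nprl3*-/- embryo 2 and 0.54 without embryo 9. *Pgam1* rose by 0.56 (standard error 0.20), with both *Nprl3*-/- libraries above all wild-type libraries, but did not pass the correction (edgeR adjusted p = 0.421). In DESeq2 with sex as a covariate *Gapdh*, *Eno1* and *Pgam1* passed (adjusted p = 0.0101, 0.0160 and 5.15e-04). Adjusted over the list of glycolytic enzymes alone, the higher genes that passed at S3 were *Pfkp*, *Aldoa* and *Ldha*.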

Another limitation is the lack of an available orthogonal method of separating *Nprl3* from the α-globin enhancers. The complexity of having two essential genes and their regulatory elements interspersed at one locus made this experiment particularly demanding. *Nalph*, and its internal littermate controls, result from years of breeding and genetic manipulation^9,20,38^, and cannot currently be recapitulated by in vitro methods. Finally, the presented human erythroid flow cytometry does not feature erythroblast-stage specific analysis, as surface markers of human erythroid maturation change along a continuum, meaning that definition of distinct populations is challenging.

Overall, we show that Nprl3 is functionally important for metabolic control and development of erythroid cells, and that *Nprl3* expression is transcriptionally supported by the α-globin enhancers. We propose that the deep conservation of α-globin and *Nprl3* has been maintained for this locus to control metabolism during erythropoiesis, as well as α-globin production.

## Methods

Animal procedures were performed under the authority of UK Home Office project and personal licences, in accordance with the Animals (Scientific Procedures) Act of 1998, and all studies were approved by the University of Oxford ethical review committee. Blood cones were collected from NHS Blood and Transplant, donors provided generic consent for research use as part of the donation process, and are not identifiable. These samples were used with ethical approval from the Oxfordshire Research Ethics Committee (MREC 03/8/097).

### Mice

The constitutive *Nprl3*-promoter-KO mouse model (*Nprl3*^*−/−*^; previously generated in the WIMM^18^) was rederived from cryopreserved sperm. The line was backcrossed onto a CB57BL/6 J background by breeding heterozygotes with external WT CB57BL/6 J mice (as monitored by the Transnetyx miniMUGA panel to >95% CB57BL/6 J). The commercially available line, Rosa26^tdTomato^, was provided by the Mead group (WIMM). The background of these mice is C57BL6/J. The all-enhancer-KO mouse was derived via the R2-only mouse line (generated by the Higgs group, WIMM^36,60^), by Ben Davies at the Wellcome Centre for Human Genetics (now Crick Institute, London). In brief, R2-only oocytes were microinjected with the following guide RNAs complexed with Cas9: R2 deletion right, GCCGTGACACTTCATGCTCA, and R2 deletion left, TACCTCCAAGGTTTTGCTC. These oocytes were reimplanted into female mice, whose consequent pups were screened by PCR to identify heterozygotes. This colony was crossed to C57BL6/J for two generations. WT C57BL/6JOlaHsd mice used for breeding and backcrossing were ordered from Envigo Ltd. Mice were housed in a 12-h light/dark cycle, in individually ventilated cages. A standard diet (SDS Dietex Services; Cat. No., 801161) was available *ad libitum*. Humidity was maintained between 45–65%, and temperature at 20–24 °C. Mice were euthanised in increasing concentrations of CO_2_, followed by confirmation through cervical dislocation. Timed matings were established for all foetal liver experiments. Mice were used between the ages of 6–18 weeks. Breeding pairs or trios were set up between 15:00 and 17:00, and plug checks were performed the next morning by 07:30. Observance of a vaginal plug marked embryonic day of development (E)0.5. After day E10.5, female mice which had displayed a plug could be visually checked to confirm pregnancy, before schedule 1 culling of the female and embryos on day E13.5. Foetal livers were collected by individual sterile dissection of embryos in cold PBS (0.5% BSA). Embryos used in the in-house transgenic cross model of *Nprl3*^*−/−*^ and all-enhancers^+/−^ carried the following genotypes: *Nprl3*^*+/+*^, *Nprl3*^+/−^, *Nprl3*^*+/AEKO*^ and *Nprl3*^*AEKO/−*^ (Nalph), where ‘+’ indicates the WT Nprl3 allele, ‘−’ indicates the Npr3 promoter KO, and ‘^*AEKO*^*’* indicates the all-enhancer KO. The genotype of each parent varied between experiments.

No sex-based analyses were performed with these mice, as we had no reason to believe sex contributes to phenotype, rather that broad phenotypes exist regardless of sex. Data are generally reported from male and female mice according to litter distribution (with no obvious phenotypic differences observed), with the exception of bone marrow chimaeras (where it is recommended to match donor and recipient to avoid immune reaction). Females used throughout chimaera studies.

### Foetal liver/bone marrow chimaeras

Female Rosa26-tdTomato mice (C57BL/6 J; 12–18 weeks old) were lethally irradiated with 2 × 4.5 Gys, delivered 4 h apart. Bulk foetal liver cells (WT or *Nprl3*^*−/−*^; C57BL/6 J) and Rosa26-tdTomato competitor bone marrow cells were intravenously injected into the recipient tail 2–4 h after irradiation. R26-dTomato recipients were used to ensure that if complete lethal irradiation was not achieved, any residual progenitors could be grouped as ‘bone marrow competitors’. A total of 4.3 × 10^5^ foetal liver cells and 8.6 × 10^5^ tdTomato competitor bone marrow cells were injected per recipient (calculated for a 1:2 ratio, limited by the number of available *Nprl3*^*−/−*^ FL cells). Recipients were administered with (0.16 mg/mL Enrofloxacin (Baytril), Bayer Corporation) in drinking water for 4 weeks post transplantation to prevent bacterial infection. Reconstitution of peripheral blood was assessed by flow cytometry, using 100 μl blood from the recipient tail vein at weeks 4, 8, 12 and 16.

### Flow cytometry for surface antigens

Tissues (bone marrow and foetal liver) were passed through 70- or 40-µm filters to create a single cell suspension. Cell suspensions were normalised for cell number, transferred to a 96-well round bottom plate, centrifuged at 1200 rpm for 5 min, and washed with 200 μl of PBS (2% FBS). Cells were incubated with anti-CD16/32 (FC receptor block) at 1:100 and LIVE/DEAD Fixable (1:400–1:800; Cat. No., 15519340; Invitrogen) in 20 μl PBS for 10 min. Fluorophore-conjugated antibodies were added at final dilutions of 1:50–1:400 and incubated for 15 min at 4 °C in the dark. Cells were washed in PBS (2% FBS) and analysed using an Invitrogen Attune or BD LSR Fortessa flow cytometer. Hoescht 33258 DNA stain (Invitrogen; Cat. No., H3569) was added to human cell populations immediately prior to analysis cells in PBS (2% FBS) for viability assessment (human cells were not stained with LIVE/DEAD Fixable). See Table 1 for antibody details.

**Table 1:** Flow cytometry antibodies used in this study, grouped according to experimental panel

Panel	Marker	Fluorophore	Manufacturer	Cat. No.
Foetal liver	Ter119	PE	BioLegend	116207
Erythroid	CD71	FITC	BD Pharmingen	561936
	NK1.1	APC-Cy7	BioLegend	108723
	CD90.2	APC-Cy7	BioLegend	105327
	B220	APC-Cy7	BioLegend	103224
	CD11b	APC-Cy7	BioLegend	101226
	Gr1	APC/Fire 750	BioLegend	108455
ps6	c-kit	BV421	BioLegend	105827
	CD71	FITC	BD Pharmingen	561936
	Ter119	PE	BioLegend	116207
	pS6	APC	Cell Signaling Technologies	4851
	B220	APC-Cy7	BioLegend	103224
	NK1.1	APC-Cy7	BioLegend	108723
	CD90.2	APC-Cy7	BioLegend	105327
	Gr1	APC/Fire 750	BioLegend	108455
	CD11b	APC-Cy7	BioLegend	101226
Progenitors	CD48	PB	BioLegend	103417
	CD41	BV605	BioLegend	133921
	CD34	FITC	BD Pharmingen	560238
	CD16/32	PercyP Cy5.5	BioLegend	101323
	c-kit	Biotinylated	BioLegend	105803
	Streptavidin	PE	BioLegend	405203
	Sca-1	PE-Cy7	BioLegend	108113
	CD150	APC	BioLegend	115909
	B220	APC-Cy7	BioLegend	103224
	NK1.1	APC-Cy7	BioLegend	108723
	CD90.2	APC-Cy7	BioLegend	105327
	Gr1	APC/Fire 750	BioLegend	108455
	CD11b	APC-Cy7	BioLegend	101226
	Ter119	APC-Cy7	BioLegend	116223
Myeloid	CD11b	BV421	BioLegend	101235
	Ter119	BV510	BioLegend	116237
	Ly6C	BV605	BioLegend	128035
	F4/80	AF488	BioLegend	123119
	CD71	PE	BioLegend	113807
	c-kit	PE-Cy7	BioLegend	105813
	Ly6G	PerCPCy5.5	BioLegend	127615
	CD115	APC	BioLegend	135509
	B220	APC-Cy7	BioLegend	103224
	NK1.1	APC-Cy7	BioLegend	108723
	CD90.2	APC-Cy7	BioLegend	105327
Autophagy	c-kit	BV421	BioLegend	105827
	Cyto-ID	FITC	Enzo	
	Ter119	PE	BioLegend	116207
	Sca-1	PE-Cy7	BioLegend	108113
	CD71	APC	BioLegend	113819
	B220	APC-Cy7	BioLegend	103224
	NK1.1	APC-Cy7	BioLegend	108723
	CD90.2	APC-Cy7	BioLegend	105327
	Gr1	APC/Fire 750	BioLegend	108455
	CD11b	APCCy7	BioLegend	101226
Human				
pS6/4E-BP1	Hoescht 333258	(VL-1)		
	p4E-BP1	PE	Cell Signaling Technologies	7547
	pS6	APC	Cell Signaling Technologies	4851
Foetal liver—bone marrow chimaera				
Progenitors	Ter119	BV421	BioLegend	116233
	CD16/32	BV510	BioLegend	101333
	CD41	BV605	BioLegend	133921
	CD45.2 biotin	n/a	BioLegend	109803
	strepdavidin	BUV395	BD Biosciences	564176
	Sca-1	BV785	BioLegend	108139
	CD105	FITC	BioLegend	120405
	c-kit	PE-Cy7	BioLegend	105813
	CD150	APC	BioLegend	115909
	CD90.2	APC-Cy7	BioLegend	105327
	B220	APC-Cy7	BioLegend	103224
	Nk1.1	APC-Cy7	BioLegend	108723
	CD11b	APC-Cy7	BioLegend	101226
	Ly6C	APC-Cy7	BioLegend	128017
Erythroid	Ter119	FITC	BioLegend	116205
Recipient bone marrow	CD71	PE-Cy7	BioLegend	113811
	CD44	APC	BioLegend	103011
	CD90.2	APC-Cy7	BioLegend	105327
	CD11b	APC-Cy7	BioLegend	101226
	B220	APC-Cy7	BioLegend	103224
	Gr1	APC/Fire 750	BioLegend	108455

### Flow cytometry for intracellular antigens

After processing as above and staining of surface antigens of interest, cells were fixed for 20 min in 150 μl 4% paraformaldehyde (BioLegend; Cat. No., 420801) at 4 °C in darkness before a 30-min permeabilisation step (eBioscience; Cat. No. 008333). Staining for intracellular markers was performed for 30 min in permeabilisation buffer, cells were then centrifuged at 1800 rpm for 2 min and resuspended in permeabilisation buffer for flow cytometric analysis. Flow cytometry gating schemes are provided in Supplementary Fig. 5.

### Autophagic flux analysis

A total of 3 × 10^5^ cells were suspended in RPMI + 5% FCS and plated (in duplicate per sample) in 250 μl in a 96-well plate triplicate. Chloroquine was added to one of the wells for each sample (50 μM; Enzo Life Sciences; Cat. No., ENZ-51031). The plate was incubated at 37 °C and 5% CO_2_ for 2 h. Cells were then processed using the CYTO-ID Autophagy Detection Kit (Enzo Life Sciences; Cat. No., ENZ-51031), as per the manufacturer’s instructions. However, due to the small scale of this assay, only 125 μl diluted Cyto-ID dye was used per sample. Cells were then washed in the provided assay buffer, and surface antigen staining was performed as described above. Cells were immediately analysed by flow cytometry.

### Single-cell sorting of HSPCs

A Sony MA900 Cell Sorter to deposit CFU-Es into single wells of round-bottomed 96-well plates containing pre-warmed HSPC media (see below).

### Isolation of primary CD34^+^ cells

Blood leukocyte cones were donated via the NHS Blood and Transplant Centre (Oxford). Each cone was diluted 1:1 with PBS and layered onto Histopaque-1077 Hybri-Max (Sigma-Aldrich). The suspension was centrifuged at 1800 rpm for 25 min at room temperature, with soft acceleration and deceleration. The interphase PBMC layer was collected with a pasteur pipette and washed twice with PBS. Cells were resuspended in MACS buffer (PBS, 0.5% BSA, 2 mM EDTA) for CD34^+^ magnetic selection using CD34 human MicroBeads (Miltenyi Biotec; Cat. No., 130-046-702; 200 μl beads per cone, incubated at 4 °C on a roller for 30 min), a MidiMACS magnet (Miltenyi Biotec; Cat. No., 130-042-302) and LS columns (Miltenyi Biotec; Cat. No., 130-042-401). Cells were plated immediately into pre-warmed antibiotic-free HSPC media (StemSpan SFEM II; Stemcell Technologies; cat. no., 09605_C) supplemented with SCF (100 ng/ml; Peprotech; Cat. No., 300-07), TPO (100 ng/ml; Peprotech; Cat. No., 300-18) and Flt3 (100 ng/ml; Peprotech; Cat. No., 300-19) at 0.25 × 10^6^ cells/ml.

### In vitro human erythroid differentiation culture from CD34+ cells

This culture system has been previously established^27,28^. On day 0, HSPCs were seeded at 0.25 × 10^6^ cells/ml in phase 1 media (components and their concentrations are listed in Table 2). Cells were counted every 24–48 h from Day 3 using a NucleoCounter NC-3000 (Chemometec). Precisely, cell counts were performed on days 0 (post CD34+ isolation), 3, 4, 5, 7, 9 and 10. Until day 4, cell concentration was maintained at 0.25 × 10^5^ cells/ml. Until day 11, cell concentration was maintained at 5 × 10^5^ cells/ml after each cell count. On day 7, cells were resuspended in phase 2 media. On day 11, cells were resuspended in phase 3 media and maintained at 1 × 10^6^ cells/ml for the remainder of the culture. The NucleoCounter NC-3000 does not detect enucleated cells as live cells, therefore, as cell counts were not continued once from day 10. Enucleation rates are ~20% by day 11, and ~50% by day 14).

**Table 2:** In vitro liquid culture erythroid differentiation media constituents and their working concentrations

Component	Manufacturer	Catalogue No.	Final concentration	
Iscove’s modified Dulbecco’s media (gluta) GlutaMAX	Gibco	31980030	-	1,2,3
Inactivated group AB Plasma	Dept. of Haematology, Oxford University Hospitals Trust	-	3%	1,2,3
FBS	Sigma-Aldrich		2%	1,2,3
Human holo-transferrin	Sigma-Aldrich	T0665	200 μg/ml/500 μg/ml	1,2/ 3
Recombinant human insulin	Sigma-Aldrich	I9278	10 μg/ml	1,2,3
Heparin sodium	Sigma-Aldrich	H3149	3U/ml	1,2,3
Recombinant erythropoietin-a	Bio-Rad	OBT1538	3U/ml	1,2,3
SCF	PeproTech	300-07	10 ng/ml	1,2
Penicillin/Streptomycin	Thermo Fisher Scientific	15140122	100U/ml	1,2,3
Interleukin-3	PeproTech	200-03	1 ng/ml	1

To measure cell growth in terms of fold change in cell concentration over time, the concentration was normalised after every count from day 4 by. Day 7 represents replacement with phase 2 media. Each cell count was compared as a fold change to the preceding normalised concentration. As outlined above, for concentration normalisations, cell concentration was returned to the appropriate concentration for that media phase (0.25 × 10^6^ until day 4, 0.5 × 10^6^ until day 11 and 1 × 10^6^ thereafter).

For culture of singly-sorted HSPCs, cells were maintained in 150 μl phase 1 media in round-bottomed 96-well plates, within plastic boxes containing a reservoir of sterile water to avoid evaporative loses. Cells were not disturbed until day 7, at which point viable colonies were taken forward into phase 2, and media was changed as normal on day 11. The absolute number of enucleated cells was measured on day 11 using Hoescht 33342 (Invitrogen; Cat. No., H3570; 0.5 μl 2.5 mg/ml Hoescht 33342 was added per well in 100 μl IMDM, and incubated at 37 °C for 25 min) for immediate analysis by flow cytometry (Hoescht 33342 not washed out).

### Ribonucleoprotein (RNP) editing

A total of 36–48 h post magnetic isolation, primary human CD34+ cells underwent RNP editing. Cas9 nuclease V3 (IDT; Cat. No., 1081058) and sgRNAs (custom made by Synthego) were complexed at a 1:2.5 molarity ratio (Table 3). This was performed in PCR strip tubes with a 10-min incubation at 18 °C, then cells were kept on ice. Cells were washed in 1 ml PBS in a V-bottom cryovial by centrifugation at 300 × *g* for 5 min, to aid complete removal of PBS before resuspension in P3 Nucleofection Solution (room temperature; P3 Primary Cell 4D-NucleofectorTM X Kit S; Lonza; Cat. No., V4XP-3032). A total of 20 μl solution was used to resuspend 80,000 cells, and these cells were transferred to a cuvette (P3 Primary Cell 4D-NucleofectorTM X Kit S; Lonza) for nucleofection in a 4D-Nucleofector (Lonza) using the DZ100 programme. Cells were rested for 5 min before transferring into 100 μl pre-warmed antibiotic-free HSPC media (supplemented as above). Edited cells were cultured for 24–48 h at 37 °C in 5% CO_2_ before differentiation was initiated.

**Table 3:** Example RNP complexing working conditions

sgRNA mass (μg)	sgRNA volume (μl)	Cas9 mass (μg)	Cas9 working conc. (μg/ml)	Cas9 volume (μl)
1.6	1.6	3	3	1
3.2	3.2	6	6	1

sgRNA sequences: Nprl3 sgRNA 1: 5′-GCAACCAAGUCUGAAAUGUG-3′ Nprl3 sgRNA 3: 5′-UUGAUAAUGUGCGAUUUGUU-3′ NC sgRNA: non-editing sgRNA provided by Synthego (sequence not defined) not corresponding to any genomic region.

### Digital droplet PCR (ddPCR)

#### RNA extraction

1–2 × 10^5^ sorted S3-stage foetal liver erythroblasts were centrifuged at 300 × g for 5 min, the supernatant was removed and the cells were lysed in RLT+ buffer. The resulting lysate was used for RNA extraction using the RNA-easy Plus Mini Kit (Qiagen; Cat. No., 74134) as per the manufacturer’s instructions.

#### cDNA synthesis

Any contaminating DNA was removed from the RNA extract using the high efficiency TURBO DNA-free Kit (ThermoFisher Scientific; Cat. No., AM1907), as per the manufacturer’s instructions. Using 2 μl RNA, cDNA was synthesised using the SuperScriptTM III First-Strand Synthesis System (Thermofisher Scientific; Cat. No. 18080051).

#### ddPCR reaction

The ddPCR reaction mix was prepared using 6 μl cDNA, ddPCR Supermix for Probes no dUTP (2X; Bio-Rad; Cat. No., 1863024), and contained final primer concentrations of 250 nM, and final probe concentrations of 125 nM. The following primer and probe sequences were used, all custom-made by Integrated DNA Technologies.

Primers and probe for *Nprl3* exon 1–2:

Exon1—2-Forward, 5′-CCATCAGCGTGATCCTGGTGAGCT-3′

Exon1—2-Reverse, 5′-CTGGTCATCAGCATGTTCGCCAGTG-3′

Exon1—2-probe: 5′-ACGCGGGGTGCTCCTGGCTCCTCTGGAA-3′ with 5′ HEX dye (PrimeTime®) and 3′ blackhole quencher (BHQ®-1).

Primers and probe for *Nprl3* exon 12–13:

Exon12—13-Forward, 5′-ACTCACCACTGAACAAGAGGATGACAG-3′

Exon12—13-Reverse, 5′-GCCGAGTGTTCTCATTGTACATGATCTC-3′

Exon1—2 probe: 5′-TGGTGGCGGCCACGGAAGTAGTGAAGGA-3′ with 5′ FAM dye (PrimeTime®) and 3′ blackhole quencher (BHQ®-1).

Primers for *Gapdh* housekeeping control:

Gapdh_ddPCR-Forward, 5′-AGGTCGGTGTGAACGGATTTG-3′

Gapdh_ddPCR-Reverse, 5′-TGTAGACCATGTAGTTGAGGTCA-3′

Probe for Gapdh housekeeping control: 5′-ATTGGGCGCCTGGTCACCAGGGCT-3′ with 5′ FAM dye (PrimeTime®) and 3′ blackhole quencher (BHQ®-1).

A foil plate lid was then applied at 180 °C for 3 s. Droplets were generated using a BioRad Droplet Generator and Bio Rad ‘Oil for Probes’. The droplets were then exposed to the following thermocycling conditions to complete the ddPCR reaction:

1. Initial denaturation: 10 min 95 °C
2. Denaturation: 30 s at 94 °C
3. Annealing/Extension: 1 min at 60 °C (AEKD WT and KO) (Steps 2 and repeated for 40 cycles)
4. Enzyme inactivation: 10 min at 98 °C

(Ramp rate of 2 °C/sec applied at all stages). Product was measured using a QX200 Droplet Reader (Bio-Rad).

#### Analysis

The presented mRNA/eRNA readings (copies/µl) are generated by the QX200 Droplet Reader, using an internal BioRad internal algorithm. To precisely normalise for input concentration, copies/µl readings were first normalised to that of a reference gene, Gapdh. Next, they were normalised to the average readings for the control genotype (*Nprl3*^*+/+*^ *AEKO*^*+/+*^) in each litter.

### RNA-seq

S1/S3 erythroblasts were FACS sorted from E13.5 foetal liver, according to Ter119 and CD71 expression, using a BD FACS Aria Fusion cytometer. 10–30,000 erythroblasts were sorted directly into lysis solution from the RNAqueous™-Micro Total RNA Isolation Kit (Thermo Fisher Scientific; cat. no. AM1931). RNA extraction was then performed with this kit, according to the manufacturer’s instructions. RNA quality was assessed using an Agilent high-sensitivity RNA ScreenTape (Agilent, 5067-5579) and a 4200 TapeStation system (Agilent, G2991BA).

The RNA was amplified by Novogene using an in-house ‘SMARTer amplification’ pipeline, prior to mRNA library preparation (poly A enrichment). Novogene performed bulk mRNA sequencing to a depth of 30 million reads using the Illumina NovaSeq X Plus Series, and sequencing strategy, PE150.

RNA-seq reads were mapped to mm39 using STAR v2.7.9 with default parameters. A read count matrix was assembled using featureCounts v1.6.4 and the Ensembl gene annotation v104. Differential expression analysis was conducted using DESeq2 v 1.38.3 and R v 4.2.1 and an adjusted *P*-value threshold of 0.05. Initial analysis was conducted blinded to sample genotype. Sample sex was assigned based on the number of reads mapping to genes located on chromosome Y. Gene ontology analysis was conducted using DAVID, comparing genes with padj <0.05, mean expression >10 and log2 fold change >0.6 (upregulated) or <−0.6 (downregulated) with a background gene list of all genes with mean expression >10. 

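The recorded sex can be set beside *Xist*, which does not lie on the Y chromosome. In wild-type S3 libraries the raw count of *Xist*, the transcript of the inactive X chromosome, was 1466 and 1256 in embryos 1 and 5, recorded as female, and 16 and 6 in embryos 0 and 8, recorded as male. Among *Nprl3*-/- S3 libraries it was 604 in embryo 2, recorded as female, and 2 in embryo 9, recorded as male. Both Het embryos are recorded as male and had 7 and 4 counts of *Xist* at S3. *Ddx3y*, a gene of the Y chromosome, had 0 and 2 counts in the wild-type S3 libraries recorded as female and 1758 and 1228 in those recorded as male. In *Nprl3*-/- S3 libraries it had 0 counts in embryo 2 and 1611 in embryo 9. Each of the wild-type and *Nprl3*-/- groups therefore holds both sexes, and sex could be used as a covariate in comparing them.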

Analysis scripts can be found at https://github.com/beagrie-lab/preston-rna-seq.

### Metabolomics

Ter119+ cells were extracted using Anti-Ter119 MicroBeads (Milenyi Biotec; Cat. No., 130-049-901), and LS columns (Milenyi Biotec), according to the manufacturer’s instructions. All reagents were kept on ice. Ter119+ cells were washed in PBS, pelleted, and immediately exposed to 80% methanol containing 2 µM d27 myristic acid and incubated for 3 min on ice. Samples were centrifuged at 17,000 × *g* for 15 min. The supernatant was transferred to a new Eppendorf and stored at −80 °C until metabolite analysis.

Mass Spectrometry measurements were performed using Dionex UltiMate 3000 LC System (Thermo Scientific) coupled to a Q Exactive Orbitrap mass spectrometer (Thermo Scientific) operated in negative mode. Ten microliter sample was injected onto a Poroshell 120 HILIC-Z PEEK Column (Agilent InfinityLab). A linear gradient was carried out starting with 90% solvent A (acetonitrile) and 10% solvent B (10 mM Na-acetate in mqH2O, pH 9.3). From 2 to 12 min the gradient changed to 60% B. The gradient was kept on 60% B for 3 min and followed by a decrease to 10% B. The chromatography was stopped at 25 min. The flow was kept constant at 0.25 ml/min. The column temperature was kept constant at 25 °C. The mass spectrometer operated in full scan (range [70.0000–1050.0000]) and negative mode using a spray voltage of 2.8 kV, capillary temperature of 320 °C, sheath gas at 45, auxiliary gas at 10. AGC target was set at 3.0E + 006 using a resolution of 70000. Data collection was performed using the Xcalibur software (Thermo Scientific). The data analyses were performed by integrating the peak areas (El-Maven–Polly–Elucidata).

Absolute abundance measurements were normalised to the internal standard (myristic acid or D7-glucose) to generate relative abundance.

### Proteomics

Cell lysis and protein digestion:

2 × 10^5^ S3 erythroblasts were sorted into 1% RPMI-FBS, washed twice with HBSS, and cell pellets were snap frozen. Cell pellets were lysed in 100 µl lysis buffer (5% sodium dodecyl sulphate, 50 mM triethylammonium bicarbonate (pH 8.5) and 10 mM tris(2-carboxyethyl)phosphine-hydrochloride) and lysates were shaken at room temperature at 1000 rpm for 5 min before being incubated at 95 °C at 500 rpm for 5 min. Samples were then sonicated using a BioRuptor (15 cycles: 30 s on and 30 s off) and alkylated with 20 mM iodoacetamide for 1 h at 22 °C in the dark. Protein concentration was determined using the EZQ protein quantitation kit (Thermo Fisher Scientific) and protein cleanup and digestion were performed using S-TRAP micro columns (Protifi). Proteins were digested with trypsin at 1:10 ratio (enzyme:protein) for 2 h at 47 °C. Peptides were eluted from S-TRAP columns in a 3 step process. Firstly, peptides were eluted using 50 mM ammonium bicarbonate, followed by 0.2% aqueous formic acid and lastly 50% aqueous acetonitrile containing 0.2% formic acid. Peptides were dried by speedvac before resuspending in 1% formic acid. Peptide quantity was measured using the CBQCA kit (Thermo Fisher Scientific).

LC-MS/MS analysis:

Peptides were analysed by data-independent acquisition (DIA) on a Thermo Orbitrap Astral mass spectrometer coupled to a Vanquish liquid chromatography system. For each sample, 200 ng digested peptide was loaded onto the LC system and samples were analysed using the SPD 60 method. Mass spectrometry raw files were searched using Spectronaut (Biognosys) version 17. Raw mass spec files were searched against a mouse database (Swissprot Trembl November 2023) with the following parameters: directDIA, false discovery rate set to 1%, protein N-terminal acetylation and methionine oxidation were set as variable modifications and carbamidomethylation of cysteine residues was selected as a fixed modification.

Protein intensity values were normalised by dividing the raw intensity value by the sum of all intensity values for the sample. *P*-values were calculated using a two-tailed, unequal variance *t*-test on the log2(normalised intensity values). A significance threshold was set at *p* < 0.05. The heatmap was plotted using normalised intensity values for significantly altered glycolytic proteins.

### Statistics

Statistics were performed in GraphPad Prism software (Version 9.4.1). Statistical significance was defined to be indicated by *p* < 0.05. Normality checks were performed before parametric testing. *T*-tests were performed when comparing the means of two groups, and paired if samples were matched between groups. ANOVA was used to make multiple comparisons between >2 normally distributed groups. One-way or Two-way ANOVA was performed depending on the number of independent variables (one or two, respectively). For optimal power when multiple comparisons testing, the post-hoc test used depended on the comparisons being made. Tukey’s test was performed when comparing every row (or column) mean with every other row (or column) mean. Šídák’s test was used to provide more power when comparing rows (or columns) within columns (or rows). When including individual repeat datapoints in grouped statistical analysis, a consistent number of repeats for every group is required to perform ANOVA. In the rare situation that single repeat measurements were missing for particular groups, a Prism Mixed-effects model was performed to maintain the power of using replicate data, and to generate comparisons equivalent to those made by ANOVA. For the -squared test, observed and expected numbers were compared with 3 degrees of freedom.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Data supporting the findings of this study are available in the article and its Supplementary information. Source data are provided as Source Data file and may be obtained from the corresponding authors upon request. RNA-Seq data generated for this study have been deposited on the Gene Expression Omnibus (GEO) database under accession: GSE273384. ATAC-Seq raw sequence data generated are available under accession: GSE174110. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier: PXD060557. Source data are provided with this paper.

# Supplementary material for: Ancient genomic linkage of α-globin and Nprl3 couples metabolism with erythropoiesis
**Source:** Nat Commun. 2025 Mar 24;16:2749. doi: 10.1038/s41467-025-57683-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data collected using either Thermo Fisher Attune or BD LSR Fortessa cytometers. Blood measurements from ABX Pentra 60 haematology analyser. Metabolite measurements collected from Q Exactive Orbitrap or Q Exactive Focus Orbitrap mass spectrometers. ddPCR readings collected using a BioRad QX300 ddPCR Reader. RNA-Seq collected using the Illumina NovaSeq X Plus Series. |
| Data analysis   | Flow cytometry analysis – FlowJo version 10.<br>Graphing and statistics – GraphPad Prism version 9.<br>Knockout efficiency – Synthego ICE CRISPR Analysis Tool.<br>RNA-Seq analysis - DESeq2 version 1.38.3 and R version 4.2.1.<br>Mass spec proteomics - Spectronaut (Biognosys) version 17.                                                                                                 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-Seq data has been deposited on the Gene Expression Omnibus (GEO) database under accession: GSE273384 [www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE273384].

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [https://www.ebi.ac.uk/pride/] partner repository with the dataset identifier: PXD060557 [www.ebi.ac.uk/pride/archive/projects/PXD060557].

All other data supporting the findings of this study are available within the paper and its Supplementary Information. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Note that the human data in this study derive from donated blood cones (NHSBT) which are never accompanied by any information on the donating individual.

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

All studies were approved by the University of Oxford ethical review committee. Donors give informed consent for general research use at the point of sample collection.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Taking into consideration '3Rs' guidance in use of animals for scientific research, and an average number of 7 embryos per mouse, the average/standard sample size for mouse studies was  $n = 3$  (pregnant) mice, in order to generate genotype groups of a minimum of 3 embryos per genotype (for experiments in Fig. 1b-g, Fig. 3a-f, Fig. 4c-e). Power calculations indicated that 4 embryos per genotype would be required to detect a difference in fetal liver cell numbers. Experiments were repeated with new timed matings until this minimum embryo number was achieved per genotype. For mechanistic experiments on mTOR activity and autophagy,  $n=4$  mice were used for each condition on the basis of power calculations.

Data exclusions

Supp. Fig. 1g - there is missing data for one Nprl3<sup>-/-</sup> chimaeric mouse, for which sample collection was not completed on week 12. There is also missing platelet data for some animals. Some samples failed due to flow rate being too high during flow cytometry (this is because platelets and RBCs are so small, sticky and prevalent in even 1ul of diluted blood). The same explanation exists for the missing RBC value in Fig. 1i.

Replication

All experimental repeats were successful, and all repeats are presented in the provided data.

Randomization

Randomisation is not relevant to this study.

Blinding

For protein and metabolite mass spec and RNA-Seq, investigators were blinded during data collection. Otherwise, blinding was not possible as the lead researcher was required to be present for each stage of data collection and analysis.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibodies grouped by flow cytometry panel  
Marker / Fluorophore / Manufacturer / Catalog no.

#### Fetal liver

Ter119 PE BioLegend 116207  
CD71 FITC BD Pharmingen 561936  
NK1.1 APC-Cy7 BioLegend 108723  
CD90.2 APC-Cy7 BioLegend 105327  
B220 APC-Cy7 BioLegend 103224  
CD11b APC-Cy7 BioLegend 101226  
Gr1 APC/Fire 750 BioLegend 108455

#### ps6

c-kit BV421 BioLegend 105827  
CD71 FITC BD Pharmingen 561936  
Ter119 PE BioLegend 116207  
pS6 APC Cell Signalling Technologies 4851  
B220 APC-Cy7 BioLegend 103224  
NK1.1 APC-Cy7 BioLegend 108723  
CD90.2 APC-Cy7 BioLegend 105327  
Gr1 APC/Fire 750 BioLegend 108455  
CD11b APC-Cy7 BioLegend 101226

#### Progenitors

CD48 PB BioLegend 103417  
CD41 BV605 BioLegend 133921  
CD34 FITC BD Pharmingen 560238  
CD16/32 PercyP Cy5.5 BioLegend 101323  
c-kit Biotinylated BioLegend 105803  
Streptavidin PE BioLegend 405203  
Sca-1 PE-Cy7 BioLegend 108113  
CD150 APC BioLegend 115909  
B220 APC-Cy7 BioLegend 103224  
NK1.1 APC-Cy7 BioLegend 108723  
CD90.2 APC-Cy7 BioLegend 105327  
Gr1 APC/Fire 750 BioLegend 108455  
CD11b APC-Cy7 BioLegend 101226  
Ter119 APC-Cy7 BioLegend 116223

#### Myeloid

CD11b BV421 BioLegend 101235  
Ter119 BV510 BioLegend 116237  
Ly6C BV605 BioLegend 128035  
F4/80 AF488 BioLegend 123119  
CD71 PE BioLegend 113807  
c-kit PE-Cy7 BioLegend 105813

Ly6G PerCPCy5.5 BioLegend 127615  
 CD115 APC BioLegend 135509  
 B220 APC-Cy7 BioLegend 103224  
 NK1.1 APC-Cy7 BioLegend 108723  
 CD90.2 APC-Cy7 BioLegend 105327

#### Autophagy

c-kit BV421 BioLegend 105827  
 Ter119 PE BioLegend 116207  
 Sca-1 PE-Cy7 BioLegend 108113  
 CD71 APC BioLegend 113819  
 B220 APC-Cy7 BioLegend 103224  
 NK1.1 APC-Cy7 BioLegend 108723  
 CD90.2 APC-Cy7 BioLegend 105327  
 Gr1 APC/Fire 750 BioLegend 108455  
 CD11b APCCy7 BioLegend 101226

#### Human

p4E-BP1 PE Cell Signalling Technologies 7547  
 pS6 APC Cell Signalling Technologies 4851

#### Fetal liver - bone marrow chimaera

##### Progenitors

Ter119 BV421 BioLegend 116233  
 CD16/32 BV510 BioLegend 101333  
 CD41 BV605 BioLegend 133921  
 CD45.2 biotin n/a BioLegend 109803  
 streptavidin BUV395 BD Biosciences 564176  
 Sca-1 BV785 BioLegend 108139  
 CD105 FITC BioLegend 120405  
 c-kit PE-Cy7 BioLegend 105813  
 CD150 APC BioLegend 115909  
 CD90.2 APC-Cy7 BioLegend 105327  
 B220 APC-Cy7 BioLegend 103224  
 Nk1.1 APC-Cy7 BioLegend 108723  
 CD11b APC-Cy7 BioLegend 101226  
 Ly6C APC-Cy7 BioLegend 128017

#### Erythroid

Ter119 FITC BioLegend 116205  
 CD71 PE-Cy7 BioLegend 113811  
 CD44 APC BioLegend 103011  
 CD90.2 APC-Cy7 BioLegend 105327  
 CD11b APC-Cy7 BioLegend 101226  
 B220 APC-Cy7 BioLegend 103224  
 Gr1 APC/Fire 750 BioLegend 108455

#### Validation

All primary antibodies had already been verified by their manufacturer (Biolegend, BD Biosciences, Cell Signalling Technologies or BD Pharmingen).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Three transgenic mouse (*Mus musculus*) models:  
 Nprl3-promoter-knockout, CB57BL/6J background, generated in-house  
 all-enhancer-knockout, CB57BL/6J background, generated in-house  
 Rosa26tdTomato (B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze Tg(CMV-cre) Ptprca.Pepcb), CB57BL/6J background, gifted in-house, originally Jackson Laboratory  
 All used aged between 6-18 weeks

#### Wild animals

This study did not involve wild animals

#### Reporting on sex

Data reporting on sex differences has not been collected. Female and male mice were both used in this study and similar biological effects were observed in samples collected from male and female mice. We had no reason to believe sex may contribute to phenotype, rather that broad phenotypes exist regardless of sex. Data are reported from male and female mice according to litter distribution (with no obvious phenotypic differences observed), with the exception of bone marrow chimaeras (where it is

recommended to match donor and recipient to avoid immune reaction). Females used throughout chimaera studies.

Field-collected samples

This study did not involve samples collected in the field

Ethics oversight

Animal work was completed under the authority of UK home office project licenses (P5AC0E8C9 / PP1487090) granted under the Animals (Scientific Procedures) Act (ASPA) 1986.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Provided in methods. Single cell suspensions were made, stained using fluorescent dyes and conjugated antibodies and optionally fixed and permeabilised prior to acquisition

Instrument

Attune NxT / BD LSRFortessa

Software

Attune NxT software and FlowJo version 10

Cell population abundance

Flow cytometry was run on whole fetal liver or bone marrow homogenates, or a dynamic heterogeneous human CD34+ erythroid culture (not pure starting populations, and of varying constitution between samples). S1 and S3 erythroblasts sorted for RNA-Seq, existed as ~40% and 1-5% of the whole population, respectively.

Gating strategy

Gating strategies are illustrated in Supplementary Figure 5

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

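RNA-seq counts were analysed for S1 and S3 erythroblasts sorted from the E13.5 foetal livers of 4 wild-type, 2 heterozygous (Het) and 2 *Nprl3*-/- (KO) embryos, with 1 library per embryo and stage. Groups, embryo numbers and sex were taken from the sample labels and the paper. The labels' source and tissue fields name an embryonic stem cell line, while their titles and the paper give sorted foetal liver cells, and the latter were used.

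The authors mapped the reads to mm39 with STAR and made the counts with featureCounts on the Ensembl annotation, release 104, and deposited them as raw counts per gene. Per the file header, read pairs were counted, the strand was not used, and reads that mapped to several places or overlapped several genes were left out. Genes that overlap on opposite strands, such as *Nprl3* and *Mpg*, and genes with near-identical copies are therefore uncertain. The table holds 55416 genes, of which 54749 were matched to a symbol in GENCODE mouse release 39 and 667 were not. It has 4 library columns that match no sample analysed here, which were not used.

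The total count per library ran from 23331156 to 36035368 at S1 and from 20666044 to 37609502 at S3. Genes with a mean of 10 or fewer normalized counts over the libraries of a comparison were left out, so that lowly expressed members of the gene lists were not tested. The number of embryos limits the precision more than the depth does, since a group of 2 gives a poor estimate of its own spread.

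Counts were normalized with TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest with the package defaults) in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. KO and wild-type libraries were compared within each stage, without covariates. The same test was applied to Het against wild-type, to S3 against S1 in wild-type, and to the interaction of genotype and stage over both stages. The paper's methods name DESeq2 and the same threshold, and its text does not name the design formula. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with camera at the estimated correlation, and with fry, with adjustment over the lists.

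The lists were written before the data were examined. They hold 11 genes of Fig. 3e, 24 glycolytic enzymes, 18 enzymes of the tricarboxylic acid cycle, 54 interferon-stimulated genes, 16 antioxidant genes, 37 targets of the transcription factor ATF4, 20 genes of sterol synthesis and 31 of lysosomes and autophagy. Markers of other cells were listed for macrophages (15 genes), neutrophils (11), hepatoblasts (14), megakaryocytes (10) and primitive erythroid cells (3 globins). Lists with fewer than 3 tested genes were not tested. The genes named in the text were chosen by a rule set at the same time. They are the genes the paper names for its RNA-seq, the 5 largest rises and 5 largest falls with an adjusted p under 0.05 and both KO libraries beyond all wild-type libraries, the 5 interferon genes with the smallest p at S3, and the 3 with the smallest p in each other list. A few genes that this rule or the lists would name are not reported here singly.

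Same-numbered libraries of the 2 stages come from one animal. The correlation of their deviations from the group means, over 13402 genes, was 0.21, 0.31, 0.30 and 0.07 for wild-type embryos 1, 5, 8 and 0, 0.38 for the KO pair and 0.04 for the Het pair. A fit with the embryo as a block was therefore an alternative wherever both stages entered.

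The scripts were tested on simulated counts drawn from the means and library sizes of the real libraries, with changes of 2 on the log2 scale. Genes were drawn independently, without differences between embryos that many genes share, and smaller changes were not simulated. The KO comparison at S3 recovered 156 of 192 changed genes (81.3%) with 11 false calls, and that at S1 134 of 195 (68.7%) with 9. The interaction recovered 97 of 198 (49.0%) and the comparison of stages 160 of 192 (83.3%). DESeq2 with sex as a covariate recovered 160 of 200 at S3 with 32 false calls and 168 of 195 at S1 with 48. No gene was called in the wrong direction.

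The alternatives set before the data were examined were DESeq2 1.42.0 (alone, with sex, on all 16 libraries, and with limits of 10 on the mean and 0.6 on the log2 fold change), edgeR with sex as a covariate, with the Het libraries of the stage or all 16 libraries in the fit, without the filter, with filterByExpr, with upper-quartile normalization, with globin genes left out of the scaling and with the limit on the fold change, and the fits that left out each embryo in turn. The newer quasi-likelihood method of edgeR was added after the data were seen. The pathway collections used by the paper were not used here.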

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

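The tests of *Mpg*, of cells of the mother, of macrophages and of depth were chosen only after the results they bear on were seen, and the test along the axis between the stages was set before. That axis is the change from S1 to S3 in the Het libraries. Each list and named gene was also examined for single wild-type libraries far from the other 3. In all, 3 groups held such a library, where chance gives 5.2. *Nfe2l2* had 2969.7 normalized counts in wild-type S3 embryo 1 against 2645 to 2699 in the others. *Isg15* had 1239.8 in wild-type S3 embryo 5 against 415 to 485. The score of the lysosome and autophagy list was −0.143 in wild-type S1 embryo 1 against 0.057 to 0.092. No biological explanation was tested for these 3 libraries, and their number does not exceed chance.

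*Nprl3* itself differed between the stages. The log2 fold change of KO against wild-type was higher by 5.17 at S3 than at S1, and it lay between 5.11 and 5.19 over the alternatives. The KO S3 libraries held 1730 and 2069 counts, which as a share of the total count, without TMM, is 68.7% and 76.4% of the wild-type mean. Reads of *Mpg*, which overlaps *Nprl3* on the other strand, would give at most 74 counts in a KO S3 library at the ratio seen in KO S1 libraries, which argues against them as the source. Cells of the mother would carry *Xist* into the male KO embryo, and its S3 library held 0.214% of the level of the female wild-type libraries, far below its share of *Nprl3*. The other KO embryo is female, so this test does not reach it. The paper describes polyadenylated transcripts of the enhancers within *Nprl3*, and its promoter deletion leaves these enhancers in place. Its droplet PCR assay for promoter-derived mRNA detected none in *Nprl3*-/- cells, which argues against such mRNA as the source of the KO counts. Transcripts of the enhancers remain a candidate explanation. Counts per gene cannot test it, because they do not place reads within the gene.

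The interferon list rose more in KO libraries at S3 than at S1, by a median of 0.38 over 46 genes, of which 31 had the larger effect at S3. The interaction passed limma's camera at the preset correlation (adjusted p = 4.12e-04) and not with the estimated correlation or fry. Without wild-type embryo 1 the difference was 0.12 and did not pass, so it rests on that embryo. The tests of causes bear on the rise itself and not on its difference between stages. More macrophages in KO libraries would raise the macrophage list, whose median at S3 was −1.317, with 0 of 14 genes higher. At S3, 0 of the 2 KO totals lay outside the range of the wild-type totals, which argues against depth. At S1, 1 of 2 lay outside. With the counts of the wild-type and KO libraries drawn down at random to the smallest total of the stage, the median of the list was at least 1.846 at S3 and 1.195 at S1 in all 10 draws, and both KO libraries stayed above all wild-type libraries, which argues against depth at both stages. With the trend of the KO effect along the axis between the stages removed, the median at S3 was 1.753, which argues against a less mature population as the whole cause. A response of the KO erythroblasts remains a hypothesis, and a difference in exposure between single embryos was not tested.

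The ATF4 targets were not examined by the paper as a list. The list without the genes it shares with Fig. 3e had a median log2 fold change of 0.31 at S3, with 27 of 29 genes higher in KO libraries (adjusted p = 4.07e-24, limma's camera, with no other list in the adjustment). This list was tested apart from the others, so its p-values are in effect not adjusted over lists. At S3 they were 0.0027 with the estimated correlation and 2.63e-04 with fry, and at S1 0.0566 and 0.0567. Over all genes 3 of the 29 passed, namely *Cth*, *Slc7a11* and *Trib3*, and adjusted over the list alone 13 did. *Cth* did not pass without wild-type embryo 8 (edgeR adjusted p = 0.0554). At S1 its median was 0.15, with 23 of 30 genes higher. The effect was larger at S3 by a median of 0.223 for this list, with 27 of 30 genes larger, by 0.27 for the whole ATF4 list, with 31 of 35, and by 0.46 for the genes of Fig. 3e, with 10 of 11. These differences passed camera at the preset correlation (adjusted p = 2.82e-04, 3.45e-06 and 1.37e-06) and not fry. The genes of Fig. 3e were chosen by the study on these libraries. With the trend along the axis between the stages removed, the median of the ATF4 list at S3 was 0.4713, which argues against maturity as the whole cause. A hypothesis, not tested here, is that activity of ATF4 is raised in KO erythroblasts. It may equally reflect regulators that share these targets, and counts cannot separate the 2.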

How the results depend on the processing

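Of 1772 values computed under the alternatives, 1525 kept their direction and their side of the threshold or moved by less than the limits set. The cause of the changes named here was not tested, except that leaving out an embryo leaves fewer libraries. Apart from the results named below, 24 values of single genes and lesser lists moved, 87 passed the threshold that had not passed it and 50 no longer passed it.

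The numbers of genes called moved most. With the Het libraries of the stage in the fit, 84 genes were higher and 31 lower in KO libraries at S3, and 65 of these 115 were among the 66 called without them. With all 16 libraries in the fit 88 were higher at S3 and 1 at S1. Sex as a covariate gave 285 higher and 262 lower genes at S3, with all 66 among them, and 18 higher and 3 lower at S1. Without the filter on low counts there were 219 and 137 at S3 and 5 and 2 at S1, and the prior degrees of freedom rose from 4.518 to 41.44 at S3. Upper-quartile normalization gave 35 and 7 at S3, all 42 of them among the 66. DESeq2 gave 136 and 102 at S3 and 34 and 8 at S1. DESeq2 with sex gave 298 and 365 at S3 and 139 and 48 at S1. DESeq2 on all 16 libraries gave 162 and 78 at S3 and 30 and 14 at S1. DESeq2 with limits on mean and fold change gave 130 and 97 at S3 and 34 and 8 at S1. The newer quasi-likelihood method of edgeR, chosen after seeing the data, gave 76 genes at S3, of which 65 were among the 66. filterByExpr, the limit on the fold change and leaving out the globins each changed the numbers at S3 by less than the limit of 1.5 times.

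Across the 4 fits that each left out a wild-type embryo, the number of genes higher at S3 ran from 9 without embryo 8 to 40 without embryo 5, and the number lower from 0 without embryo 0 to 5 without embryo 1. The number lower at S1 ran from 0 without embryos 0 or 5 to 2 without embryo 8.

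For the difference between stages in the KO effect, DESeq2 called 5 genes higher and 7 lower, and edgeR without the filter 2 and 1. With the embryo as a replicate block it called 1 and 0, the interferon list had a difference of 0.35 between stages and *Nprl3* of 5.19, and the numbers of genes that differed between the stages in wild-type moved by less than 1.5 times. The pairing changed no call. The difference between stages of the interferon list ran from 0.12 without wild-type embryo 1 to 0.63 without embryo 5.

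The lists depend on how the correlation between genes is set. With the estimated correlation none of these lists kept an adjusted p under 0.05, with medians at S3 of 0.33 for glycolysis, 1.85 for interferon, 0.43 for ATF4 and 0.84 for the genes of Fig. 3e. The medians at S1, in the same order, were 0.40, 1.25, 0.18 and 0.46. With fry the ATF4 list at S3 kept it, and the others did not. Leaving out each embryo moved the median at S3 from 0.56 to 1.07 for Fig. 3e and from 1.37 to 2.08 for interferon, in both cases lowest without KO embryo 2. For glycolysis it ran from 0.19 to 0.44.

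Most of the values that changed direction lay near 0. *Nfe2l2* at S1 was −0.0018 with all 16 libraries in the fit and ran from −0.035 to 0.029 with embryos left out. The antioxidant list at S1 was 0.0050 with sex as a covariate and 9.22e-07 with upper-quartile normalization, and ran from −0.068 to 0.079. *Shmt2* at S1 ran from −0.060 to 0.14, *Gclc* at S1 from −0.42 to 0.086 and *Pfkm* at S3 from −0.02 to 0.28. Among the lists, sterol synthesis at S3 ran from −0.011 to 0.15, lysosomes and autophagy at S3 from −0.0046 to 0.056, and the tricarboxylic acid cycle from −0.07 to 0.15 at S3 and from −0.079 to 0.022 at S1. Lists of other cell types ran wider. At S1 macrophages ran from −0.49 to 0.032, megakaryocytes from −0.87 to 0.60 and primitive globins from −5.41 without KO embryo 9 to 0.11 without wild-type embryo 8. Megakaryocytes at S3 ran from −0.93 without KO embryo 9 to 1.71 without KO embryo 2.

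For Het against wild-type, DESeq2 called 1 gene lower at S3 and 30 lower at S1. Without the filter 5 were higher and 52 lower at S3. Sex as a covariate gave 1038 higher and 1086 lower at S3 and 183 higher and 214 lower at S1, where both Het embryos are male. With embryos left out, 0 to 3 were higher at S3, the most without wild-type embryo 5. The correlation of the KO effect with the axis between the stages at S3 was −0.52 over genes with a mean above 100, and with wild-type embryos left out it ran from −0.45 to −0.27, the weakest without embryo 8. The neutrophil list was not tested at S3, where fewer than 3 of its genes passed the limit on mean count, so settings that gave it a value have nothing to be compared with.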

Differences from the paper's values

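The paper reports 298 genes higher and 365 lower in *Nprl3*-/- than in wild-type erythroblasts at S3, where edgeR called 54 and 12. For the higher genes, the alternatives set before the data were examined that came within the limits were edgeR with sex as a covariate (285), edgeR without the filter on low counts (219) and DESeq2 with sex as a covariate (298). For the lower genes they were edgeR with sex (262) and DESeq2 with sex (365). The other alternatives did not, among them DESeq2 without sex, with 136 and 102, and DESeq2 on all 16 libraries, with 162 and 78.

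At S1 the paper reports 140 genes higher and 48 lower, where edgeR called 0 and 1, with 355 genes at an unadjusted p under 0.05. DESeq2 with sex as a covariate gave 139 and 48, and none of the other alternatives set before the data were examined came within the limits for either number. The nearest of these was DESeq2 without sex for the higher genes, with 34, and DESeq2 on all 16 libraries for the lower, with 14.

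The paper shows 11 genes in Fig. 3e as higher, and edgeR called 1 of them over all genes at S3, *Pfkp*. Sex as a covariate gave 11 in edgeR and 11 in DESeq2, and edgeR without the filter gave 8, which come within the limits. DESeq2 alone and DESeq2 on all 16 libraries gave 6 each, and edgeR with the Het libraries or all 16 libraries in the fit gave 3 each, *Pfkp*, *Phgdh* and *Psph*. The newer quasi-likelihood method of edgeR, chosen after seeing the values, also called *Psph* (adjusted p = 0.0484). At S1 edgeR called 0 of them, and the DESeq2 settings called 1, *Gpt2*.

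The paper states that 7 glycolytic enzymes are upregulated, taken here as those of Fig. 3g at S3, and edgeR called 1 of them. Sex as a covariate gave 7 in edgeR and in DESeq2, and edgeR without the filter gave 5. DESeq2 alone and DESeq2 on all 16 libraries gave 2, *Aldoa* and *Pfkp*. The paper names *Aldoa* and *Tpi1* as upregulated, and their edgeR adjusted p at S3 was 0.128 and 0.396. *Aldoa* was called under edgeR with sex, edgeR without the filter and all DESeq2 settings listed here, and *Tpi1* under edgeR with sex, edgeR without the filter and DESeq2 with sex.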

Other observations

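The test of sex in the Het libraries was chosen only after the result was seen, while the counts over other splits of the libraries, the test of sex in the KO pair and the removal of the axis between the stages were set before. Of the 35 splits of the 8 wild-type libraries into groups of 4, 1 gave as many called genes as the split into S3 and S1, the real one. Among the 8 splits that part the libraries of every embryo it was 1 as well. Of the 15 splits of the 6 libraries at S3 into 4 and 2, 1 gave as many genes as the real 66. At S1 it was 2 of 15, and wild-type embryos 0 and 8, the male ones, against the rest gave 318 genes against 1 for the real split. With DESeq2 and sex as a covariate, 1 of the 9 splits that balance sex gave as many genes at S3, where wild-type embryos 5 and 8 gave 200 against 663, and 1 of 9 at S1, where wild-type embryos 1 and 8 gave 135 and wild-type embryo 1 with KO embryo 9 gave 50, against 187. With so few libraries none of the KO comparisons can reach a share under 0.05, so chance stays open for them by this test.

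Male and female wild-type libraries differed at S3 in 1616 autosomal genes. In the KO pair 97.9% of these went the same way between the male and the female library, and at S1 73.1% of 338 did. Sex alone is argued against by the Het embryos, which are both male. On the autosomal genes their S3 libraries lay at a mean of 0.0578 between the female (0) and male (1) wild-type libraries, while on *Xist* and genes of the Y chromosome they lay at 0.98 and 0.96. The KO libraries lay at −0.12 (female) and 0.67 (male) at S3. On the autosomal genes that differed at S1, the KO libraries lay at −0.13 (female) and 0.17 (male) and the Het libraries at 0.03 and −0.02, so at S1 the male KO library lay near the female side. A candidate explanation that stays open is another difference between embryos, such as litter, age or dissection, that parts the wild-type embryos as sex does, with the male KO embryo following it at S3 more than at S1 and the Het embryos at neither stage, and the labels give no litter. A fit with sex as a covariate removes only the average gap between male and female libraries. It leaves the part by which a KO or Het library departs from wild-type libraries of its sex. The wild-type males lay at 0.95 and 1.05 at S3 and at 1.14 and 0.86 at S1. The male KO library and the Het libraries therefore keep such a part.

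The KO effect ran against the axis from S1 to S3. This axis was taken from the 2 Het embryos, as Het S3 against Het S1, and shares no library with the KO comparison. Across genes, which are not independent replicates, Spearman's rho was −0.40 at S3 and −0.30 at S1. It was −0.395 for KO embryo 2 alone and −0.210 for KO embryo 9 at S3. Of the 15 splits at S3, 2 gave a value as large in size, the real one included, and 4 of 15 did at S1. A less mature KO population may contribute to part of the effects. With this trend removed the glycolytic list at S3 kept a median of 0.2361, above 100% of 10000 random lists of its size. Those lists were not matched on expression, and their genes were drawn independently. Genes of the glycolytic list move together (estimated correlation 0.13 at S3), so this share overstates the evidence. Globins were lower at S1 without passing the correction, with log2 fold changes of −1.62 for *Hba-a1* and −2.06 for *Hba-a2*. In Het libraries these were −2.10 and −2.39, so the fall does not set the KO libraries apart. Globins took 1.07% and 1.00% of the S1 counts in wild-type embryos 0 and 8. The share was 0.18% and 0.29% in wild-type embryos 1 and 5, between the 0.07% and 0.31% of the KO libraries. Of the markers of maturation tested at S3, *Alas2*, *Slc4a1*, *Epb42* and *Bpgm* were lower and *Myb* and *Cd34* higher, and none of these passed.

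Other lists were read in the same comparisons, with limma's camera at the preset correlation. At S3 the macrophage list had a median of −1.32 (adjusted p = 1.08e-15) with 2 of 14 genes called and 7 adjusted over the list alone, and the hepatoblast list −1.49 (adjusted p = 2.08e-13) with 0 of 14 called and 10 adjusted over the list alone. Neither passed with the estimated correlation. The hepatoblast median was −2.23 without KO embryo 9 and −1.07 without wild-type embryo 0. Sterol synthesis (0.09), lysosomes and autophagy (0.04), megakaryocytes (0.74) and primitive globins (0.26) did not pass at S3. At S1 the hepatoblast list had a median of −1.04 (adjusted p = 3.85e-05), which was −2.62 without KO embryo 9 and −0.31 without KO embryo 2. The neutrophil list had 0.83 (adjusted p = 0.00119), which was 0.02 without KO embryo 9. Sterol synthesis (0.15, adjusted p = 0.0144) and lysosomes and autophagy (0.06, adjusted p = 0.0329) passed at S1, and macrophages (−0.09), megakaryocytes (0.24) and primitive globins (−0.93) did not. Like the hepatoblast and neutrophil lists at S1, neither of those that passed did so with the estimated correlation or fry. Without wild-type embryo 1 neither passed camera (adjusted p = 0.0766 and 0.367). The lysosome and autophagy list also did not pass camera with sex as a covariate (adjusted p = 0.0577) or without wild-type embryo 5 (adjusted p = 0.0825). No biological explanation was tested for these lists. The other subunits of GATOR1 did not pass at S3, with log2 fold changes of 0.33 for *Nprl2* and −0.05 for *Depdc5*.

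The paper does not report on the Het libraries. In Het against wild-type, 0 genes passed at either stage, with 373 of 11746 at an unadjusted p under 0.05 at S3 and 589 of 13818 at S1. The log2 fold change of *Nprl3* was −1.07 at S1 and −0.27 at S3. The interferon list had a median of 0.24 at S3, with 31 of 42 genes higher (adjusted p = 1.14e-06, limma's camera), which did not pass with the estimated correlation or fry, and 0.03 at S1. The genes of Fig. 3e had a median of −0.04 at S3 and 0.24 at S1. The hepatoblast list was lower in Het as in KO libraries, by a median of −1.31 at S3 and −2.48 at S1. Both comparisons use the same 4 wild-type libraries, whose scores for this list ran from −0.88 to 1.03 at S3, so the likeness between them does not count as a repeat.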
